# Dynamic transcriptome and DNA methylome analyses on *longissimus dorsi* to identify genes underlying intramuscular fat content in pigs

**DOI:** 10.1186/s12864-017-4201-9

**Published:** 2017-10-12

**Authors:** Yuding Wang, Cai Ma, Yi Sun, Yi Li, Li Kang, Yunliang Jiang

**Keywords:** Pig, *longissimus dorsi* muscle, Intramuscular fat content, Transcriptome, DNA methylome, Gene

## Abstract

**Background:**

The intramuscular fat content (IMF) refers to the amount of fat within muscles, including the sum of phospholipids mainly found in cell membranes, triglycerides and cholesterol, and is determined both by hyperplasia and hypertrophy of adipocyte during the development of pigs. The IMF content is an important economic trait that is genetically controlled by multiple genes. The Laiwu pig is an indigenous fatty pig breed distributed in North China, characterized by excessively higher level of IMF content (9%~12%), therefore, is suitable for the identification of genes controlling IMF variations. To identify genes underlying IMF deposition, we performed genome-wide transcriptome and methylome analyses on *longissimus dorsi* (LD) muscle in Laiwu pigs across four developmental stages.

**Results:**

A total of 22,524 expressed genes were detected and 1158 differentially expressed genes (DEGs) were hierarchically clustered in the LD muscle over four developmental stages from 60 d to 400 d. These genes were significantly clustered into four temporal expression profiles, and genes participating in fat cell differentiation and lipid biosynthesis processes were identified. From 120 d to 240 d, the period with the maximum IMF deposition rate, the lipid biosynthesis related genes (*FOSL1*, *FAM213B* and *G0S2*), transcription factors (TFs) (*EGR1*, *KLF5*, *SREBF2*, *TP53* and *TWIST1*) and enriched pathways (*steroid biosynthesis* and *fatty acid biosynthesis*) were revealed; and fat biosynthesis relevant genes showing differences in DNA methylation in gene body or intergenic region were detected, such as *FASN*, *PVALB*, *ID2*, *SH3PXD2B* and *EGR1*.

**Conclusions:**

This study provides a comprehensive landscape of transcriptome of the LD muscle in Laiwu pigs ranging from 60 to 400 days old, and methylome of the LD muscle in 120 d and 240 d Laiwu pigs. A set of candidate genes and TFs involved in fat biosynthesis process were identified, which were probably responsible for IMF deposition. The results from this study would provide a reference for the identification of genes controlling IMF variation, and for exploring molecular mechanisms underlying IMF deposition in pigs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4201-9) contains supplementary material, which is available to authorized users.

## Background

Pigs are the main sources for human meat consumption and provide 43% of total meat production in the world [1, 2]. Skeletal muscle is the primary meat production tissue of pigs, responsible for 20%~50% of their body mass [3]. The intramuscular fat content (IMF) refers to the amount of fat within muscles, which includes the sum of phospholipids mainly found in cell membranes, triglycerides serving as the main forms of energy reserves and cholesterol [4]. The triglycerides in mammalian and avian muscles are mainly stored within intramuscular adipocytes and myofibres cytoplasm in droplets in close vicinity to mitochondria [4–6], which appear as the flecks and streaks of fat within the lean sections of meat [4, 7]. The IMF is considered as late developing fat storage, which is determined both by hyperplasia and hypertrophy of adipocyte during the development of pigs [8]. The fatty acid composition of these fat components in muscle tissue is associated with eating quality [9]; saturated and monounsaturated fatty acids (SFA and MUFA) are positively, while polyunsaturated fatty acids (PUFA) are negatively correlated with meat flavour [10].

The IMF content is a polygenic trait in livestock species that affects meat quality traits such as flavour, drip loss and shear force [4, 11]. Studies on the genetic basis of IMF in pigs have been extensively carried out, and some genes associated with IMF were reported [12, 13], however, the molecular mechanisms of porcine IMF are still unclear. The Laiwu pig is an indigenous fatty pig breed distributed in North China, characterized by excessively higher level of IMF content (9%~12%), far exceeding the commercial lean pigs [14], therefore, is suitable for the identification of genes controlling IMF variations. Several studies have analyzed the genetic basis of IMF deposition in Laiwu pigs using candidate gene approach [15–17]. Recently, genome-wide analysis of differentially expressed genes (DEGs) has been proved as an effective approach to elucidating genetic mechanisms of complex traits. The transcriptome of porcine subcutaneous adipose [18, 19], muscle [2, 20] and liver [21, 22] have been investigated, while genome-wide analysis on the molecular mechanisms of IMF deposition in Laiwu pigs is still lacking.

In this study, we present a comprehensive survey of the transcriptome profiles of the *longissimus dorsi* muscle (LD) in Laiwu pigs across 60, 120, 240 and 400 days of age, which are representative of major morphological and developmental stages in Laiwu pigs. Moreover, DNA methylation at CpG dinucleotide in the promoter region plays an important role in regulating the transcription of genes [21, 23]. Based on the transcriptome results, we further compared the changes in DNA methylation profile during the fastest fat deposition period (from 120 d to 240 d) and analyzed the role of DNA methylation in the expression dynamics of genes related to IMF changes. The results of this study revealed several genes and pathways involved in adipogenesis and lipogenesis in LD muscle that likely underlie IMF trait in pigs.

## Results

### Dynamics in IMF and fatty acid composition of porcine LD muscle across four developmental stages

From 60 d to 400 d, along with the growth of pigs, the IMF content of porcine LD muscle increased significantly (*p* < 0.01), and from 120 d to 240 d, it is increased from 3.59% to 9.88%, representing the fastest fat deposition stage of the LD muscle in Laiwu pigs (Fig. 1a, b). The saturated fatty acid proportion of both palmitic acid (C16: 0) and stearic acid (C18: 0) significantly increased from 120 d to 240 d, then decreased at 400 d (Fig. 1c, d). Oleic acid (C18: 1) is the most abundant unsaturated fatty acid, accounting for approximately 40% of total muscle fatty acids and increased slightly over time (Fig. 1e). By contrast, the proportion of linoleic acid (C18: 2n-6) decreased significantly from 60 d to 240 d (Fig. 1f). The SFA and MUFA accounted for relatively larger proportion of fatty acid in LD muscle from 240 d to 400 d, whereas the opposite is for the PUFA (Fig. 1g).

**Fig. 1:**
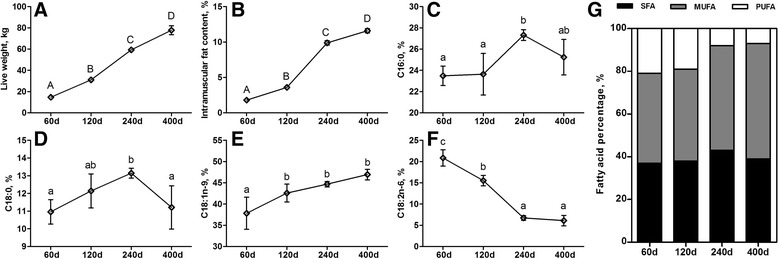
The phenotypic characteristics in the *longissimus dorsi* (LD) muscle of Laiwu pigs. Dynamics in the (**a**) live weight, (**b**) intramuscular fat (IMF) content and fatty acid composition of (**c**) palmitic acid (C16: 0), (**d**) stearic acid (C18: 0), (**e**) oleic acid (C18: 1n-9) and (**f**) linoleic acid (C18: 2n-6) across 60, 120, 240 and 400 days of age. (**g**) The proportion of saturated fatty acids (SFA), monounsaturated fatty acids (MUFA) and polyunsaturated fatty acids (PUFA). The data show the means ± SD analyzed by one-way ANOVA followed by Duncan’s multiple comparison. a-c: *p* ≤ 0.05, A-D: *p* ≤ 0.01

### Summary of RNA-seq sequencing

High-throughput RNA-seq generated 54.19 Gb clean data for 12 LD muscle samples of Laiwu pigs across four postnatal developmental stages of 60, 120, 240 and 400 d, and 70.15%–73.61% reads were successfully aligned to pig genome. 

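The files analysed here hold 12 LD muscle libraries, 3 for each of the ages 60, 120, 240 and 400 d. The authors sequenced them in paired-end 125-cycle runs, removed low quality reads, mapped the clean reads to the Sscrofa10.2 build of the pig genome with TopHat2 and estimated expression with Cufflinks. For each gene and library, they deposited a whole-number fragment count without normalization and an FPKM value, the fragments per kilobase of transcript scaled by the mapped fragments of the library. The files list 22658 features under 22657 identifiers, of which 1440 are newly assembled genes without an Ensembl identifier. The total count per library lay between 9713813 and 13325327, with a median of 10725670 at 60 d, 10387119 at 120 d, 11761414 at 240 d and 12445846 at 400 d. A floor of 3 counts was set, and its share of the library total was between 0.225 and 0.309 CPM (counts scaled by the total of the library).
Fold changes were computed as the log2 ratio of the mean deposited FPKM of the 3 libraries of the later age over that of the earlier age. The test was edgeR's quasi-likelihood test on the counts of 3 against 3 libraries, with TMM normalization and Benjamini-Hochberg adjustment, over the features with a mean of at least 10 counts in either age. Exact permutation tests of 3 against 3 libraries cannot give a p below 0.1.
The age of each library was taken from its sample label. For the genes of Table S2, the FPKM values that the paper gives for 60, 120, 240 and 400 d were those of the libraries labelled 400, 240, 60 and 120 d, in that order. The median absolute log2 difference of these matches was 0.0198 to 0.0200, while every other pairing of an age of Table S2 with the libraries of one label differed by 0.4104 to 1.5507. The values behind the expression profiles of Table S1 followed the same assignment over 1402 genes, with a median absolute log2 difference of 0.0026, and the next closest of the 24 possible assignments differed by 0.2223. Results are given for the labelled ages. Each comparison was also computed with the ages as in Table S2, an alternative that was chosen after seeing the data.

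**Figure D1:**
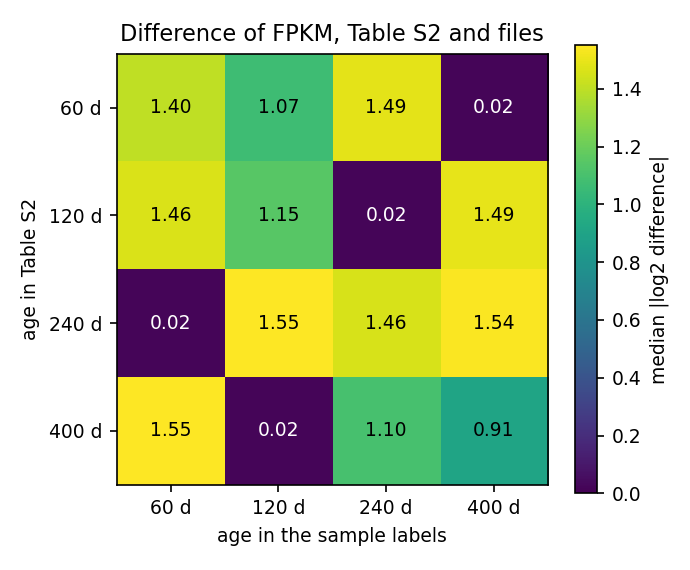
Median absolute log2 difference between the FPKM of an age in Table S2 (rows) and the mean FPKM of the 3 libraries with a given age label (columns), over the genes of Table S2. Where an age occurs in more than 1 comparison of Table S2, the larger difference is shown. Each row has 1 cell at 0.02, at the labels 400, 240, 60 and 120 d from top to bottom, and the other cells lie between 0.91 and 1.55.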

All 12 samples had at least 88.47% reads equal to or exceeding Q30 (Table 1). The pair wise correlation was more than 0.83 among individuals of each group (Fig. 2a). 

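Pearson's r of log2(FPKM + 0.1) was computed across genes for each of the 12 pairs of libraries with the same age label, over the 13232 features with an FPKM of at least 1 in any library. Genes are not independent replicates, so no p is given. The lowest r was 0.8943, between 2 libraries labelled 60 d, and the highest was 0.9498, between 2 libraries labelled 120 d. The 3 values were 0.8943 to 0.9240 at 60 d, 0.9218 to 0.9498 at 120 d, 0.9320 to 0.9455 at 240 d and 0.9364 to 0.9470 at 400 d. With a pseudocount of 1 in place of 0.1, the lowest r was 0.928. On FPKM without a logarithm, over 22658 features, the lowest r was 0.8680, at 120 d, and the highest was 0.9964, at 400 d. The ages with the lowest and highest r thus depend on the scale. Without a logarithm, the pairs at 0.8680, 0.8686, 0.8849 and 0.8886 each joined a library with counts on ENSSSCG00000010190 to one with 0 counts. The other pairs at 120 and 400 d, alike in this feature, were at 0.9926 and 0.9964. The lowest values on this scale therefore go with a single feature and not with age alone. The grouping of the libraries is the same under the labels and under the ages of Table S2, so these values do not depend on which of them is used.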

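An FPKM above 0 was found for 18747 of the 22658 features in at least 1 library, and for 17237, 17383, 17101 and 17028 features in at least 1 of the 3 libraries labelled 60, 120, 240 and 400 d. An FPKM of at least 1 was reached by 13232 features. At a false discovery rate of 0.01 and an absolute log2 fold change of 1, edgeR's quasi-likelihood test gave 2 features in any of the 3 comparisons of adjacent ages. With the DESeq2 Wald test in place of edgeR, a choice made after seeing the data, 763 features passed the same thresholds in at least 1 comparison. Of the DEGs in Table S2, 1116 have an identifier in the files, and across these genes the mean log2(FPKM + 0.1) correlated most closely between 240 and 400 d (r = 0.9336) and between 60 and 120 d (r = 0.9210). The correlation across the same genes was 0.8414 between 120 and 240 d and lowest between 60 and 400 d (0.8199). Average-linkage clustering on these correlations joins 60 with 120 d and 240 with 400 d. Over the 12294 features with a mean FPKM of at least 1 at any age, the closest pairs were again 240 and 400 d (0.9663) and 60 and 120 d (0.9517). The alternative that moved the 120 to 240 d value most was Spearman's correlation, which gave 0.813.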

A total of 22,524 expressed genes were detected and 1158 DEGs were hierarchically clustered over four developmental stages (Fold-Change ≥ 2 and FDR ≤ 0.01) (Fig. 2b). 

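Of these 6 genes, CEBPD, PDK4, PPARG and SCD could be found in the files by the identifiers of the supplementary tables. CEBPD (ENSSSCG00000006276) lies on chromosome 4 of Sscrofa10.2 from 87369054 to 87370589. Its FPKM was 77.8 ± 48.6 (SD, n = 3) at the labelled age of 60 d, 121.7 ± 110.1 (SD, n = 3) at 120 d, 92.2 ± 21.1 (SD, n = 3) at 240 d and 43.6 ± 22.4 (SD, n = 3) at 400 d. PDK4 (ENSSSCG00000015334), on chromosome 9 from 82625077 to 82638277, had an FPKM of 97.6 ± 85.5, 21.8 ± 24.0, 732.4 ± 298.8 and 275.1 ± 203.4 (SD, n = 3 each) at the same ages. PPARG (ENSSSCG00000011579), on chromosome 13 from 75515701 to 75650250, was at 3.42 ± 1.17, 2.88 ± 0.93, 2.86 ± 0.90 and 1.55 ± 0.98 FPKM (SD, n = 3 each). SCD (ENSSSCG00000010554), on chromosome 14 from 120964206 to 120980916, was at 34.8 ± 22.5, 14.5 ± 15.3, 11.0 ± 6.8 and 9.1 ± 10.4 FPKM (SD, n = 3 each). All libraries of 1 age lay on the same side of all libraries of the next age for PDK4 from 120 to 240 d and from 240 to 400 d, and for CEBPD from 240 to 400 d (exact permutation p = 0.1 each, the smallest possible). PDK4 rose from 120 to 240 d by 5.07 on the log2 scale (standard error 0.98, adjusted p = 0.0372 from edgeR). With the ages as in Table S2, the log2 change of PDK4 from 120 to 240 d became -2.91 and that of SCD became 1.65 in place of -0.39. The relative expression by qRT-PCR is not in the files analysed here. The paper takes the correlation of these FPKM values with the qRT-PCR data as evidence that the RNA-seq data are reliable.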

Six genes including *C/EBPA*, *C/EBPD*, *MSTN*, *PDK4*, *PPARG* and *SCD* were chosen and quantified using qRT-PCR to validate sequencing data, and a strong correlation (*r* > 0.76) between qRT-PCR and RNA-seq data was observed, suggesting that the RNA-seq result was reliable (Additional file 1: Figure S1).

**Table 1:** Summary of RNA-Seq metrics from transcriptomes across four developmental stages of Laiwu pigs

Sample	Total reads	Mapped reads	Mapped ratio, %	Uniq mapped reads	Uniq mapped ratio, %	GC content, %	% ≥ Q30
60 d-1	33,532,956	23,886,799	71.23	22,600,471	67.40	54.87	88.37
60 d-2	39,230,000	28,092,483	71.61	26,588,906	67.78	54.53	88.43
60 d-3	36,445,032	26,013,238	71.38	24,488,820	67.19	55.48	89.10
120 d-1	34,665,986	24,908,793	71.85	23,410,399	67.53	55.01	88.67
120 d-2	34,780,852	24,399,466	70.15	22,902,426	65.85	55.43	88.48
120 d-3	33,425,342	23,754,838	71.07	22,465,927	67.21	55.37	88.53
240 d-1	33,403,006	23,859,687	71.43	22,383,982	67.01	53.83	88.66
240 d-2	34,412,034	25,331,129	73.61	23,840,969	69.28	53.35	89.17
240 d-3	34,893,280	25,348,989	72.65	23,881,912	68.44	53.08	89.18
400 d-1	42,825,118	30,631,112	71.53	28,834,821	67.33	53.24	89.21
400 d-2	36,291,654	25,749,722	70.95	24,213,599	66.72	52.91	88.47
400 d-3	36,313,474	26,147,929	72.01	24,557,825	67.63	53.48	89.06

**Fig. 2:**
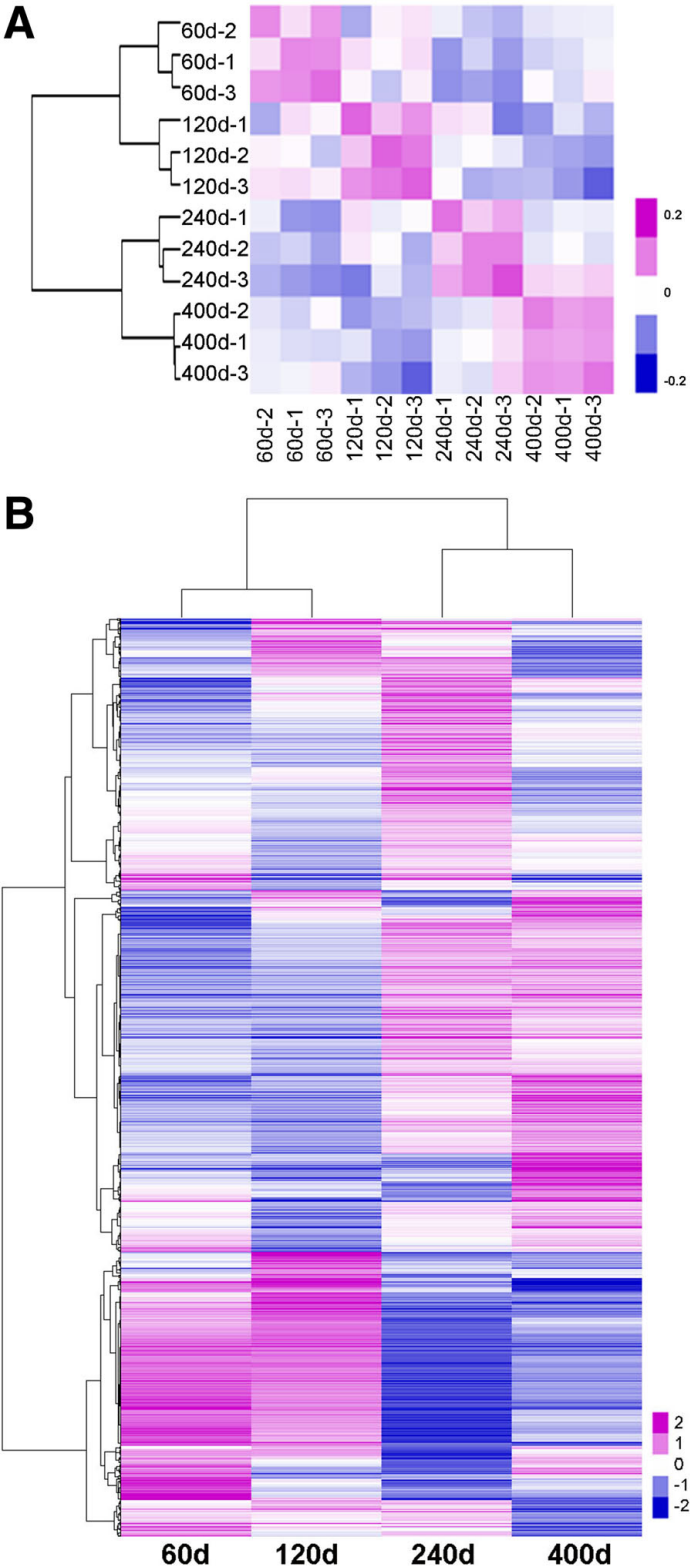
Hierarchical clustering analysis for all the samples and differentially expressed genes (DEGs). **a** Heat map matrix of 12 LD muscle samples of Laiwu pigs constructed using Pearson’s correlation. **b** Hierarchical clustering analysis for DEGs in the *longissimus dorsi* (LD) muscle of Laiwu pigs across four developmental stages from 60 d to 400 d

### Classification of the expressed genes in porcine LD muscle

We clustered the expressed genes (at least one group FPKM ≥ 0.1) in the LD muscle of Laiwu pigs using Short Time-series Expression Miner (STEM) to obtain statistically significant clustered temporal expression profiles [24]. 

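STEM itself was not available, and a clustering of the same kind was computed from the mean FPKM of each labelled age. The 6098 features with an FPKM of at least 0.1 at any age and a range of at least 1 in log2(FPKM + 0.1) were each assigned to the closest of 10 model profiles. The number of genes expected in each profile came from the 24 orders of the time points, and an exact binomial test with Bonferroni adjustment over the 10 profiles compared it with the number assigned. In 3 profiles, holding 4106 features, the number assigned was above the number expected at 0.01. A profile that falls at each step from 60 to 400 d held 2441 features with 780.4 expected. The profile that rises at each step held 851 with 699.6 expected, and a profile with a peak at 120 d held 814 with 584.9 expected. With the ages as in Table S2, 4 profiles with 4467 features passed, and the profile that rises at each step was then the largest, with 1975 features.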

A total of 10 expression profiles were obtained, and the first four profiles were significantly clustered, including 1423 genes (*p* < 0.01, Fig. 3a). Among these profiles, profile 1, 3 and 4 showed a robust correlation and an expression pattern similar to IMF variations in the LD muscle of Laiwu pigs from 60 d to 400 d (Fig. 3b). 

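For the genes that the paper places in each profile of Table S1, the log2 ratio of FPKM to 60 d was taken with a pseudocount of 0.1, and its median over the genes was computed from the labelled ages. The 587 genes of profile 1 had a median log2 ratio of 0.056 ± 0.368 at 120 d, -1.029 ± 0.238 at 240 d and -1.489 ± 0.441 at 400 d (SD of the median over the libraries of the age, n = 3). The 286 genes of profile 3 had median ratios of -0.165 ± 0.184, -1.329 ± 0.225 and -1.007 ± 0.234 at the same ages (SD, n = 3). For the 231 genes of profile 4, the medians were -0.928 ± 0.047, -1.196 ± 0.132 and -1.392 ± 0.174 (SD, n = 3). The 299 genes of profile 2 went the other way, with medians of 0.285 ± 0.043, 1.035 ± 0.088 and 1.172 ± 0.170 (SD, n = 3). From 240 d on, each of these medians was farther from 0 than its SD between libraries. The paper grouped these genes by their course in the same libraries, so medians away from 0 follow from that choice. The SD also leaves out the spread of the 60 d libraries, whose mean served as the reference. Under the ages of Table S2 the medians of profiles 1, 3 and 4 at 240 d became 1.489, 1.007 and 1.392, and that of profile 2 became -1.172. This is the contrast of the libraries labelled 60 and 400 d with its sign turned. From the course of profiles 1, 3 and 4 over the 4 ages, the paper reasons that their genes follow the rise of IMF content, and it carried them into the functional analysis.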

The genes from these three files (Additional file 2: Table S1) were subsequently uploaded into ClueGO, and those genes participating in fat cell differentiation, lipid metabolism processes and skeletal muscle development were identified, including *ACACA*, *SCD*, *ACLY*, *ELOVL1* and *FASN* that participate in long-chain fatty-acyl-CoA, triglyceride and lipid biosynthetic processes; *APOE*, *APOA1*, *TSPO*, *FGFR4*, *FDPS*, *G6PD*, *HSD17B7*, *LSS*, *ADM*, *SQLE*, *DHCR24*, *CYP51A1* and *SCARB1* that are involved in steroid biosynthetic processes (Fig. 3c); *NFATC2*, *TMEM8C*, *MYOG*, *MYOD1*, *MYF5* and *MYF6* that are involved in myoblast fusion and *ID2*, *TNNT2*, *MEGF10* and *MYL3* that participate in muscle tissue development (Additional file 3: Figure S2).

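Of the genes named here, 24 were analysed. From the libraries labelled 120 d to those labelled 240 d, the mean FPKM fell for 23 of them and rose for 1, MYL3. None passed a false discovery rate of 0.01 in edgeR's quasi-likelihood test with an absolute log2 change of 1, and 5 did in the DESeq2 Wald test. The largest fall after that of TNNT2 (-2.84) was seen for MYOD1 (ENSSSCG00000013375, chromosome 2 of Sscrofa10.2, 44482283 to 44485063). MYOD1 went from 40.6 ± 3.8 FPKM (SD, n = 3) to 7.5 ± 2.7 FPKM (SD, n = 3), a log2 change of -2.44 (standard error 0.31, adjusted p = 0.0231 from edgeR), and every library labelled 240 d lay below every library labelled 120 d. SCARB1 (ENSSSCG00000009759, chromosome 14, 30050781 to 30093798) went from 13.4 ± 1.4 to 5.9 ± 1.1 FPKM (SD, n = 3 each), a log2 change of -1.20 (standard error 0.18, adjusted p = 0.0305 from edgeR). The lipid biosynthesis genes ACACA, ACLY and SCD changed by -0.09 (standard error 0.15), -0.35 (standard error 0.27) and -0.39 (standard error 1.02). In the same group, FASN changed by -0.04 (standard error 0.62) and ELOVL1 by -0.69 (standard error 0.22). For ELOVL1, every library labelled 240 d lay below every library labelled 120 d. From 60 to 120 d the mean FPKM of 17 of the 24 genes fell, and from 240 to 400 d that of 21 fell. The ages of Table S2 moved these values most, with 23 of the 24 genes rising from 120 to 240 d and a log2 change of 2.95 for MYOD1. The paper assigns these genes to lipid, steroid and muscle processes by their annotation.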

**Fig. 3:**
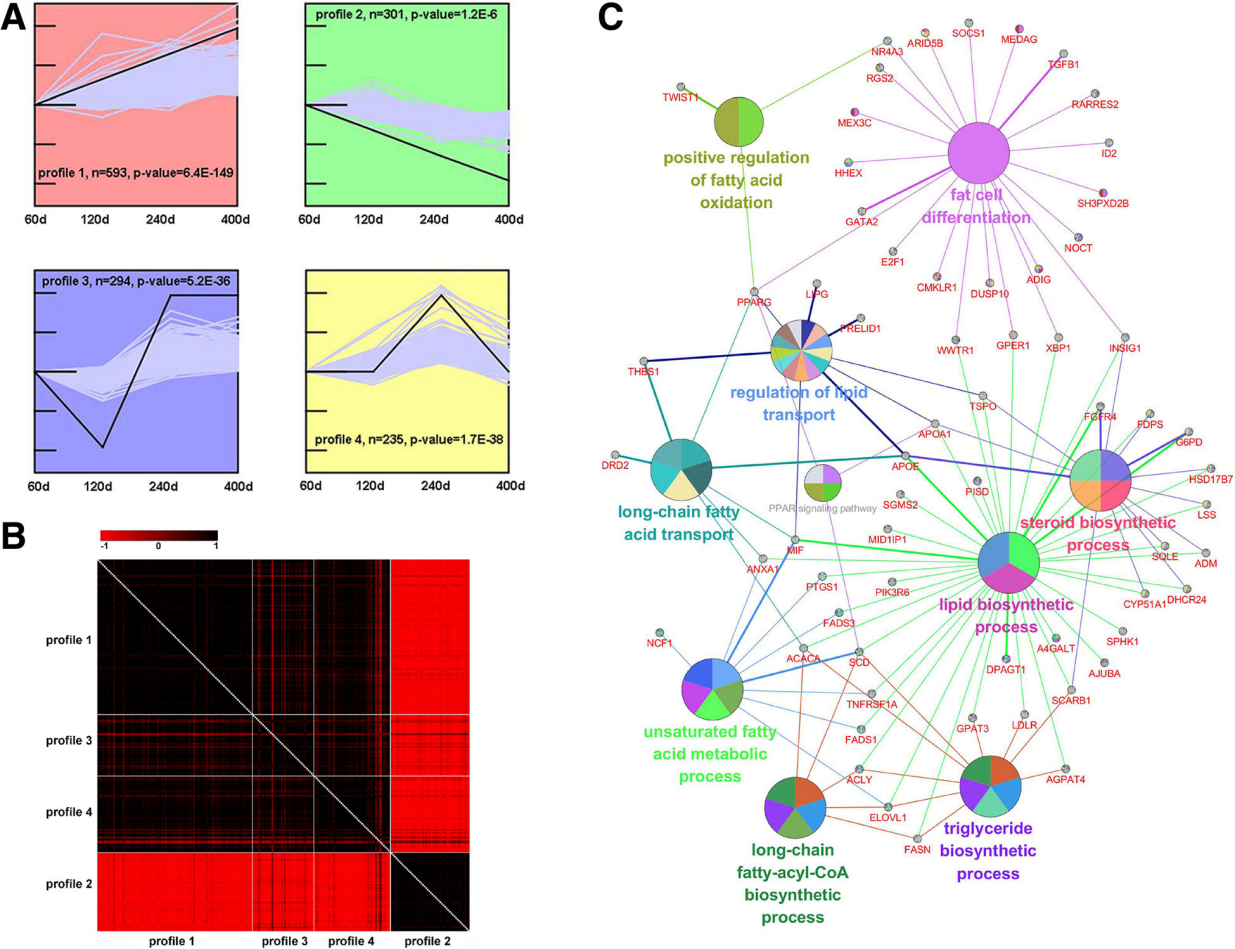
Analysis of short time-series gene expression cluster across four developmental stages. **a** Four significant cluster profiles under the order of time points. ‘*n*’ represents the gene numbers of each profile. **b** The relationship between these four significant clustered profiles was calculated based on correlation coefficients. Strongly positive or negative correlations between gene pairs are shown in black or red, respectively. **c** The differentially expressed genes and functions associated with fat metabolism in profile 1, 3 and 4. GO terms and genes are represented as nodes based on their kappa score more than 0.4 and networks with at least three nodes. The node size represents the GO terms enrichment significance

### Expression analysis on IMF relevant QTL in the LD muscle of Laiwu pigs

To validate the DEGs potentially related to pig IMF content trait, we examined the expression changes of IMF content relevant QTL across four development stages of Laiwu pigs based on pig QTL database (http://www.animalgenome.org/cgi-bin/ QTLdb/SS/index). A total of 14 specifically expressed genes in LD muscle were detected, most of them have the highest FPKM value at 240 d, including *SCD*, *FASN*, *FADS2*, *ANK1*, *ACSF3* and *SNAI2*, and three genes including *PIK3R6*, *PIK3C3* and *CA3* showed the peak FPKM value at 400 d (Table 2).

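Of the 14 genes of Table 2, SCD, FASN, FADS2, SNAI2 and PIK3R6 could be found in the files by an identifier in the supplementary tables, and the other genes have none there. FASN (ENSSSCG00000029944) lies on chromosome 12 of Sscrofa10.2 from 1023477 to 1034681. Its FPKM was highest at the labelled age of 60 d with 43.6 ± 44.2 (SD, n = 3), followed by 12.9 ± 9.5 at 120 d, 12.6 ± 1.2 at 240 d and 3.8 ± 2.9 at 400 d (SD, n = 3 each). SCD (ENSSSCG00000010554, chromosome 14, 120964206 to 120980916) was highest at 60 d with 34.8 ± 22.5 FPKM (SD, n = 3), and 120 d came next with 14.5 ± 15.3 (SD, n = 3). FADS2 (ENSSSCG00000013072, chromosome 2, 9119389 to 9153703) was also highest at 60 d, with 11.2 ± 0.3 FPKM (SD, n = 3) and 9.5 ± 4.3 at 120 d (SD, n = 3). SNAI2 (ENSSSCG00000026570, chromosome 4, 86680287 to 86682763) reached 2.78 ± 0.92 FPKM at 120 d and 2.50 ± 1.29 at 60 d (SD, n = 3 each). PIK3R6 (ENSSSCG00000017990, chromosome 12, 56661599 to 56723007) was highest at 120 d with 1.17 ± 0.29 FPKM (SD, n = 3), and 60 d followed with 0.44 ± 0.25 (SD, n = 3). The lead of the highest age over the next one could not be told from the spread between libraries for FASN, SCD, FADS2 and SNAI2 (exact permutation p = 0.2, 0.2, 0.7 and 0.6), while for PIK3R6 all 3 libraries labelled 120 d were above all 3 labelled 60 d (exact permutation p = 0.1, the smallest possible). The adjusted p from edgeR was 0.665 or above for these 5 leads. None of the 5 genes was highest at the labelled age of 240 d, and 3 of them (SCD, FASN and FADS2) were with the ages as in Table S2, where SNAI2 and PIK3R6 were highest at 400 d.

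**Figure D2:**
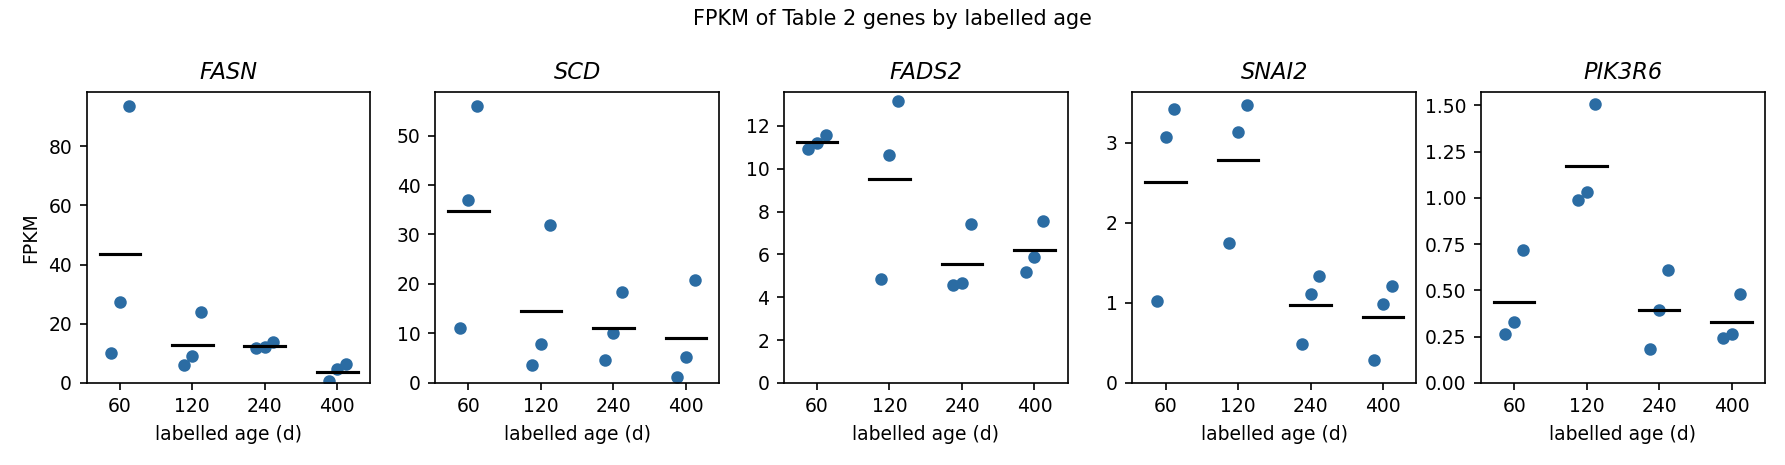
FPKM of FASN, SCD, FADS2, SNAI2 and PIK3R6 in each library, by labelled age in days. Each point is 1 library, sorted by value within an age, and the bar is the mean of the 3 libraries. The means of FASN, SCD and FADS2 are highest at 60 d (43.6, 34.8 and 11.2 FPKM), and the means of SNAI2 and PIK3R6 are highest at 120 d (2.78 and 1.17 FPKM).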

**Table 2:** The gene expression changes of IMF relevant QTLs across four developmental stages of Laiwu pigs

Chr.^1^	Gene	log_2_(FC)^2^		
		60 d vs 120 d	120 d vs 240 d	240 d vs. 400 d
X	*SLC9A7*	−1.44**	0.57	0.29
14	*SCD*	0.28	1.65***	−1.26***
12	*PIK3R6*	0.27	0.15	1.42**
6	*PIK3C3*	0.12	−1.15***	0.65*
3	*LCLAT1*	−0.79**	0.38	−0.68*
12	*FASN*	1.72***	1.79***	−1.75***
2	*FADS2*	−0.16	1.02**	−0.24
6	*FABP3*	0.80	−0.96	2.48
5	*ATP5B*	0.12	0.45	−0.84**
17	*ANK1*	−0.40	0.91**	0.02
6	*ACSF3*	−0.13	0.90**	−0.58*
4	*SNAI2*	0.24	1.37*	0.15
4	*CA3*	−0.35	0.10	0.82*
12	*MYH3*	0.86	0.94	−0.61

^1^Chr: Chromosome of gene located

^2^FC: FPKM fold-change between different groups. *p < 0.05; **p < 0.01; ***p < 0.001

### DEGs and the pathway enrichment between adjacent developmental stages in porcine LD muscle

The DEGs between adjacent developmental stages, i.e., 60 d vs 120 d, 120 d vs 240 d and 240 d vs 400 d, were screened (Additional file 4: Table S2), and pathways with these DEGs were performed using DAVID. 

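The direction of change of each gene listed in Table S2 was compared with the log2 ratio of the mean deposited FPKM between the labelled ages. From 60 to 120 d, 55 of 204 genes (26.96%, 95% Wilson interval 21.34% to 33.43%) changed in the direction listed. From 120 to 240 d this held for 31 of 872 genes (3.555%, 2.516% to 5.002%), and from 240 to 400 d for 175 of 247 genes (70.85%, 64.90% to 76.16%). Across genes, which are not independent replicates, Pearson's r between the log2 ratios and the listed log2 fold changes was -0.3706, -0.8451 and 0.3416 for the 3 comparisons. When the libraries were given the ages of Table S2, 100.0%, 99.7% and 98.8% of the genes changed in the listed direction.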

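Between the libraries labelled 60 d and 120 d, 12945 features had a mean of at least 10 counts in either age and were tested with edgeR's quasi-likelihood test. At a false discovery rate of 0.01 and an absolute log2 fold change of 1, 0 features were up-regulated and 0 down-regulated. The common dispersion of the counts between libraries was 0.109. A test that covers only the sampling noise of the counts, the exact binomial test on the counts summed over the 3 libraries of each age, moved this number most and gave 816 features, of which 340 were up-regulated and 476 down-regulated. The DESeq2 Wald test, which does use the spread between libraries, gave 19 features.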

From 60 d to 120 d, 208 genes were differentially expressed, including 155 up-regulated and 53 down-regulated genes, which are significantly enriched in 11 pathways including cell proliferation (*ECM-receptor interaction*, *focal adhesion*) and immune (*B cell receptor signalling pathway*) (*p* < 0.01) (Fig. 4a). From 120 d to 240 d, 881 genes were differentially expressed, including 628 up-regulated and 253 down-regulated genes, which are involved in 16 pathways including phagocytosis (*phagosome*, *endocytosis*), bone differentiation (*osteoclast differentiation*), energy metabolism and fat deposition (*type I diabetes mellitus*, *insulin signalling pathway*, *steroid biosynthesis*, *fatty acid biosynthesis*) and protein metabolism (*protein digestion and absorption*, *arginine and proline metabolism*) (*p* < 0.01) (Fig. 4b). 

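Between the libraries labelled 120 d and 240 d, edgeR's quasi-likelihood test was run on 12993 features, and 2 of them passed a false discovery rate of 0.01 and an absolute log2 fold change of 1. Of these 2, 1 went up and 1 went down. The newly assembled gene pig_newGene_398, on chromosome 10 of Sscrofa10.2 from 25781864 to 25785088, went down from 3.583 ± 0.919 FPKM (SD, n = 3) to 0.003473 ± 0.003656 FPKM (SD, n = 3), with an adjusted p = 0.001464 from edgeR. The number of features depended on the test and the threshold. At a false discovery rate of 0.05, 502 features passed with the same test, 179 of them up-regulated and 323 down-regulated. The DESeq2 Wald test gave 705 features, 231 up-regulated and 474 down-regulated. The alternative that moved the number most was the exact binomial test on summed counts, which ignores the spread between libraries and gave 2020 features, 632 up-regulated and 1388 down-regulated. With the ages as in Table S2, 1 feature passed with edgeR, and 554 passed with the DESeq2 Wald test, 352 of them up-regulated. From the enrichment of its DEGs, the paper assigns this stage to pathways that include energy metabolism and fat deposition.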

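The comparison of the libraries labelled 240 d and 400 d covered 12660 features. No feature passed a false discovery rate of 0.01 with an absolute log2 fold change of 1 in edgeR's quasi-likelihood test, neither up-regulated (0) nor down-regulated (0). The fits that each left out 1 library gave from 0 to 2 features. With the DESeq2 Wald test 58 features passed, of which 22 were up-regulated and 36 down-regulated. The largest number, 712 features with 209 up-regulated and 503 down-regulated, came from the exact binomial test on summed counts.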

From 240 d to 400 d, 251 genes were differentially expressed, including 83 up-regulated and 168 down-regulated genes, which are involved in 13 pathways including immune (*cytokine-cytokine receptor interaction*, *primary immunodeficiency*, *chemokine signalling pathway*), energy metabolism and fat deposition (*insulin signalling pathway*, *fatty acid biosynthesis*) (*p* < 0.01) (Fig. 4c). Pathways related to fat deposition, including *fatty acid biosynthesis*, *steroid biosynthesis*, *biosynthesis of unsaturated fatty acid* and *adipocytokine signalling pathways*, were revealed in the comparison between 120 d and 240 d. 

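Of the lipogenic genes that the paper names, FASN, ACLY, ACACA, SCD and ELOVL1 could be followed from the libraries labelled 240 d to those labelled 400 d. FASN (ENSSSCG00000029944) went from 12.58 ± 1.19 to 3.81 ± 2.86 FPKM (SD, n = 3 each), a log2 change of -1.72 (standard error 0.63, adjusted p = 0.356 from edgeR). ACLY (ENSSSCG00000017421, chromosome 12, 21082917 to 21106780) went from 4.33 ± 0.38 to 3.04 ± 0.44 FPKM (SD, n = 3 each), a log2 change of -0.51 (standard error 0.14, adjusted p = 0.404 from edgeR). For ACACA (ENSSSCG00000017694, chromosome 12, 40197028 to 40367985) the change was -0.52 (standard error 0.36), for SCD it was -0.28 (standard error 1.08) and for ELOVL1 it was -0.45 (standard error 0.14). All 3 libraries labelled 400 d lay below all 3 labelled 240 d for FASN, ACLY, ACACA and ELOVL1 (exact permutation p = 0.1 for each, the smallest possible), and for SCD the libraries overlapped (exact permutation p = 0.7). With each library left out in turn, the log2 change of FASN stayed between -2.28 and -1.22, while that of SCD ranged from -1.78 to 0.29. Under the ages of Table S2, where the libraries labelled 60 d and 120 d stand for 240 d and 400 d, the change was -1.75 for FASN and -1.26 for SCD.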

The *fatty acid biosynthesis* pathway was also significantly enriched in 400 d, but most of the DEGs were down-regulated.

**Fig. 4:**
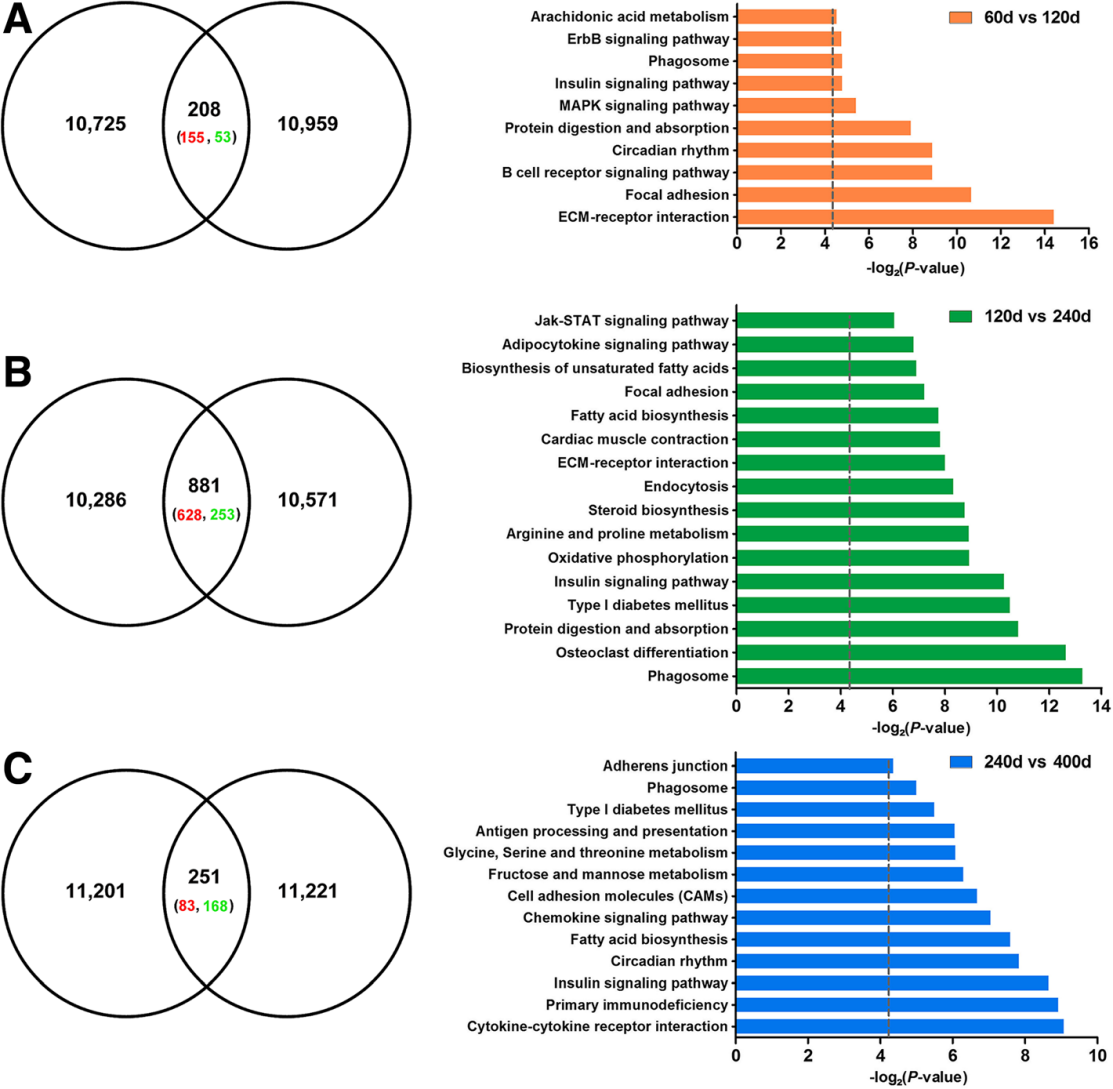
The differentially expressed genes and enriched pathways in the LD muscle of Laiwu pigs. **a** 60 d vs 120 d, (**b**) 120 d vs 240 d and (**c**) 240 d vs 400 d. The number in circle represent the detected expressed gene number, the intersection was the differentially expressed gene number, red and green represented the up-regulated and down-regulated genes, respectively. Grey dashed line in pathway indicates a threshold of *p* = 0.05

### Functional enrichment in porcine LD muscle between 120 d and 240 d

From 120 d to 240 d, the fastest IMF deposition stage, the top 10 significantly up- or down-regulated DEGs were found to be involved in biological process such as energy metabolism (*ATP5J2*, *DNAJB1*), transcription (*EGR1*, *KLF11*), muscle development (*CHRNG*, *TNNT2*) and fat metabolism (*G0S2*, *CYP1A1*, *FAM213B*) (Table 3). 

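Of the genes of Table 3, 16 were analysed here. From the libraries labelled 120 d to those labelled 240 d, the mean FPKM of 9 of them went up and that of 7 went down. Among the genes listed as up-regulated, NREP (ENSSSCG00000025831, chromosome 2 of Sscrofa10.2, 122373478 to 122393187) went from 189.4 ± 89.5 to 21.5 ± 7.1 FPKM (SD, n = 3 each), a log2 change of -3.14 (standard error 0.48, adjusted p = 0.0245 from edgeR). DNAJB1 (ENSSSCG00000013784, chromosome 2, 65176578 to 65184644) went from 75.7 ± 23.9 to 14.9 ± 2.6 FPKM (SD, n = 3 each), a log2 change of -2.35 (standard error 0.30, adjusted p = 0.0231 from edgeR). FAM213B (ENSSSCG00000026554, chromosome 6, 58856671 to 58859805) went from 357.6 ± 99.0 to 88.5 ± 16.3 FPKM (SD, n = 3 each), a log2 change of -2.02 (standard error 0.28, adjusted p = 0.0161 from edgeR). For EGR1 (ENSSSCG00000014336, chromosome 2, 146156065 to 146160020) the libraries overlapped, with 43.9 ± 47.8 FPKM at 120 d and 11.9 ± 7.7 FPKM at 240 d (SD, n = 3 each; exact permutation p = 0.3). Among those listed as down-regulated, PDK4 (ENSSSCG00000015334) went from 21.8 ± 24.0 to 732.4 ± 298.8 FPKM (SD, n = 3 each), a log2 change of 5.07 (standard error 0.98, adjusted p = 0.0372 from edgeR). UCP3 (ENSSSCG00000014834, chromosome 9, 9166711 to 9179299) went from 10.5 ± 5.9 to 113.4 ± 38.7 FPKM (SD, n = 3 each), a log2 change of 3.44 (standard error 0.55, adjusted p = 0.0282 from edgeR). The log2 changes of the 16 genes ranged from -3.14 to 6.55. None of the 16 passed a false discovery rate of 0.01 with edgeR, and 10 did with the DESeq2 Wald test. Few counts stand behind the largest rise, that of A2M, whose FPKM of 35.76 in 1 library labelled 240 d rests on 5 counts. Giving the libraries the ages of Table S2 moved the values most, to 3.50 for NREP and -2.26 for UCP3. From the annotation of these genes the paper derives the processes that it lists for this stage.

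**Figure D3:**
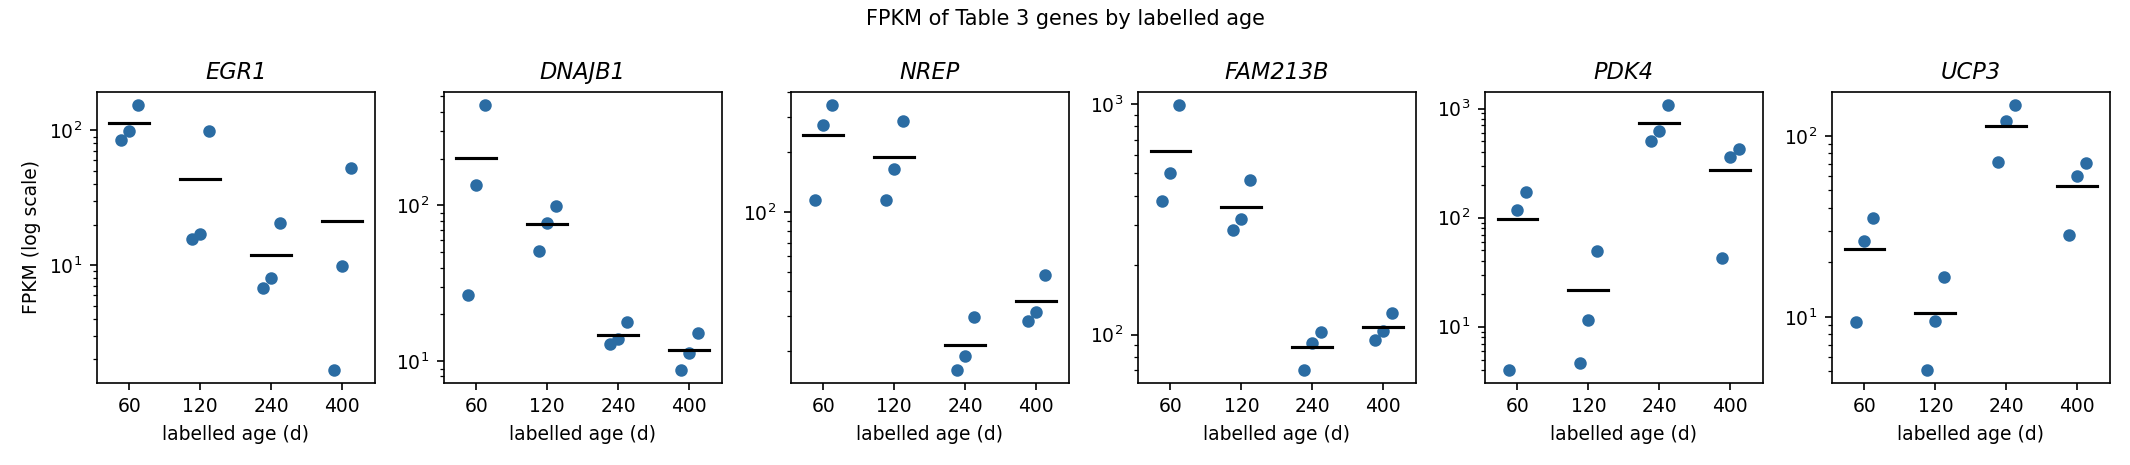
FPKM on a log scale of EGR1, DNAJB1, NREP, FAM213B, PDK4 and UCP3 in each library, by labelled age in days. Each point is 1 library, sorted by value within an age, and the bar is the mean of the 3 libraries. From 120 to 240 d the means of DNAJB1, NREP and FAM213B fall and those of PDK4 and UCP3 rise without overlap of the libraries, while the libraries of EGR1 overlap.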

We uploaded 881 DEGs to IPA for functional analysis and revealed 127 DGEs (93 up-regulated and 34 down-regulated) that are involved in lipid synthesis process (Z-score = 1.25, *p* < 0.001). 

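The 83 genes of Table S3, which lists fat-relevant DEGs of this comparison, all have an identifier in the files. From the libraries labelled 120 d to those labelled 240 d, the mean FPKM went up for 7 of them (8.434%, 95% Wilson interval 4.145% to 16.40%) and down for 76, with a median log2 change of -1.046. None of the 83 passed a false discovery rate of 0.01 and an absolute log2 change of 1 in edgeR's quasi-likelihood test, and 17 did so in the DESeq2 Wald test, all of them down-regulated. The ages as in Table S2 changed this most, with all 83 genes up and a median log2 change of 1.199, of which 0 passed the thresholds with edgeR and 22 with the DESeq2 Wald test. The prediction by IPA needs software and a knowledge base that were not available. From this prediction the paper assigns the lipid genes among its DEGs to the lipid synthesis process.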

Among those genes related to lipid synthesis, the top 5 up-regulated genes were *CYP1A1*, *SERPINA1*, *LDLR*, *EGR1* and *FOSL1*, and the top 5 down-regulated genes were *DIAPH1*, *SORBS1*, *PDK4*, *ACSL1* and *ASPA* (Fig. 5), and 84 genes were included in profiles 1, 3 and 4 (Additional file 5: Table S3), such as *FASN*, *ACACA*, *ACLY* and *SCD.*

**Table 3:** The top 10 up- and down-regulated genes of 120 d vs 240 d Laiwu pigs

Regulate	Gene	FPKM (120 d)	FPKM (240 d)	Log_2_(FC)^a^	Function
Up	CHRNG	0.23	7.45	5.04	GO:0006936: muscle contraction
	CYP1A1	0.15	2.43	4.07	GO:0008395: steroid hydroxylase activity
	ISG15	4.48	65.3	3.86	KEGG Pathway: RIG-like receptor signalling pathway
	DNAJB1	14.66	197.69	3.75	GO:0001671: ATPase activator activity
	NREP	21.21	240.52	3.5	GO:0017015: Regulation of transforming growth factor beta receptor signaling pathway
	EGR1	11.7	111.05	3.25	GO:0006366: Transcription from RNA polymerase II promoter
	G0S2	5.16	47.34	3.2	Reactome Pathway: Regulation of lipid metabolism by Peroxisome proliferator-activated receptor alpha
	TNNT2	8.55	70.02	3.03	Reactome Pathway: Striated muscle contraction
	ATP5J2	1	8.01	3.02	GO:0006754: ATP biosynthetic process
	FAM213B	87.24	616.05	2.82	KEGG Pathway: Arachidonic acid metabolism
Down	A2M	11.94	0.18	−6.08	GO:0004867: serine-type endopeptidase inhibitor activity
	CDH2	38.08	3.01	−3.66	GO:0008013: beta-catenin binding
	NOS1	7.36	0.7	−3.4	GO:0006809: nitric oxide biosynthetic process
	ZIC3	1.32	0.13	−3.35	GO:0007368: determination of left/right symmetry
	PDK4	722.31	96.27	−2.91	GO:0004672: protein kinase activity
	FBXO32	53.3	7.7	−2.79	KEGG Pathway: FoxO signalling pathway
	KLF11	7.56	1.18	−2.68	GO:0044212: transcription regulatory region DNA binding
	DIAPH1	89.73	18.76	−2.26	GO:0005815: microtubule organizing centre
	UCP3	111.83	23.33	−2.26	GO:0017077: oxidative phosphorylation uncoupler activity
	SORBS1	73.38	16.07	−2.19	KEGG Pathway: PPAR signalling pathway

^a^FC: Fold-Change of FPKM in transcriptome data in 120 d vs 240 d

**Fig. 5:**
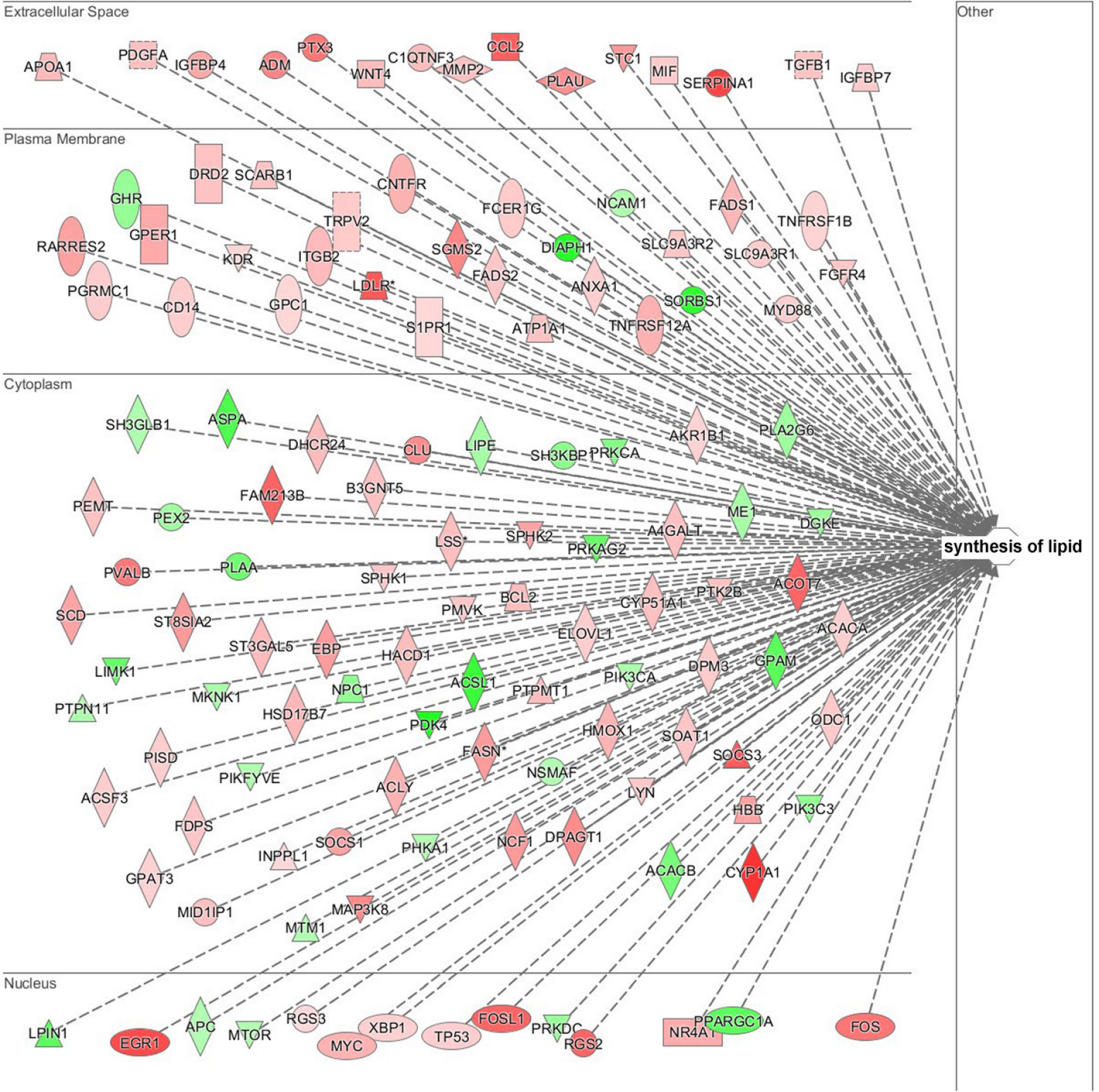
Candidate genes associated with fat biosynthesis process between 120 d and 240 d. The DEGs are organized by cellular substructure, up-regulated genes in 240 d are indicated in red, down-regulated genes in 240 d are indicated in green and the colour depth represents the regulated degree. IPA predicted activation Z-score = 1.25, *p*-value = 3.73E-10

Furthermore, the upstream key regulators of IMF deposition were predicted using IPA [2, 8], considering gene expression is transcriptionally controlled by upstream regulators, particularly transcription factors (TFs). Even if TFs do not always exhibit some extent change, the expression of downstream genes would vary significantly [8]. 

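Of the regulators in Table 4, 10 were analysed here. From the libraries labelled 120 d to those labelled 240 d, the mean FPKM went down for 8 of them and up for 2, KLF5 and DRD2, with log2 changes from -1.89 to 2.64. SREBF2 (ENSSSCG00000026092, on the unplaced scaffold GL894144.1) went from 12.19 ± 2.19 to 6.85 ± 0.46 FPKM (SD, n = 3 each), a log2 change of -0.83 (standard error 0.16, adjusted p = 0.0453 from edgeR). KLF5 (ENSSSCG00000028760, chromosome 11, 49869696 to 49870148) went from 1.35 ± 1.11 to 8.41 ± 7.27 FPKM (SD, n = 3 each), a log2 change of 2.64 (standard error 0.99, adjusted p = 0.0884 from edgeR). None of the 10 passed a false discovery rate of 0.01 and an absolute log2 change of 1, with edgeR or with the DESeq2 Wald test. Under the ages of Table S2 the mean FPKM went up for 9 of the 10, with log2 changes of 1.06 for SREBF2 and -0.45 for KLF5. With these ages, 0 of the 10 passed the same thresholds with edgeR and 3 with the DESeq2 Wald test. The activation scores come from IPA and were not computed. The paper reasons that a regulator can act on IMF deposition through its downstream genes even where its own expression changes little.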

A total of 1620 upstream regulators were predicted and 16 regulators would be expected to have a greater impact on IMF deposition based on their biological function annotations (Table 4). Meanwhile, the predicted downstream genes (Additional file 6: Table S4) and the binding site (Additional file 7: Table S5) of TFs were summarized. 

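EGR1 (ENSSSCG00000014336, chromosome 2, 146156065 to 146160020) of Sscrofa10.2 went from 43.9 ± 47.8 FPKM in the libraries labelled 120 d to 11.9 ± 7.7 FPKM in those labelled 240 d (SD, n = 3 each), a log2 change of -1.89 (standard error 1.06, adjusted p = 0.145 from edgeR). TWIST1 (ENSSSCG00000015370, chromosome 9, 97328124 to 97329026) changed by -1.27 (standard error 0.65) and SREBF2 by -0.83 (standard error 0.16), while KLF5 changed by 2.64 (standard error 0.99). With the ages as in Table S2, the log2 change became 3.25 for EGR1 (adjusted p = 0.0368 from edgeR). The paper calls these factors activated from their Z-score and sets the fold change of EGR1 beside it.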

The TFs including *EGR1*, *KLF5*, *SREBF2*, *TP53* and *TWIST1* were activated (Z-score ≥ 2.0) [25], and the expression of *EGR1* and *TP53* was significantly up-regulated in 240 d compared with 120 d.

**Table 4:** Upstream regulators in the LD muscle of Laiwu pigs from 120 d to 240 d

Upstream regulator	Molecule type	Transcription		IPA prediction	
		Log_2_(FC)^a^	*p*-vale	Z-score^b^	*p*-value
*CYR61*	other	1.94	5.00E-05	1.82	1.17E-06
*DRD2*	G-protein coupled receptor	1.10	7.15E-03	0.51	3.96E-02
*EGR1*	transcription regulator	3.25	5.00E-05	3.39	1.23E-11
*FGF1*	growth factor	−0.85	1.08E-02	2.25	5.02E-05
*GPER1*	G-protein coupled receptor	1.54	3.00E-04	2.53	1.46E-04
*ID2*	transcription regulator	1.27	1.50E-04	−1.15	1.98E-04
*KLF5*	transcription regulator	0.66	1.00E-01	2.72	6.63E-05
*KLF6*	transcription regulator	0.25	3.36E-01	1.43	4.23E-04
*LDLR*	transporter	3.00	5.00E-05	1.00	1.66E-03
*MIF*	cytokine	0.93	2.00E-04	0.88	4.98E-02
*MLXIPL*	transcription regulator	−0.04	9.10E-01	1.97	3.64E-05
*PLIN5*	other	−0.16	5.72E-01	2.22	4.55E-02
*POMC*	other	0.58	9.77E-02	1.86	2.59E-03
*SREBF1*	transcription regulator	0.25	3.71E-01	1.45	5.53E-09
*SREBF2*	transcription regulator	1.13	3.99E-01	3.51	8.43E-05
*TP53*	transcription regulator	0.85	3.05E-03	2.67	4.83E-42
*TWIST1*	transcription regulator	0.64	3.13E-01	3.26	1.06E-11

^a^FC: Fold-Change of FPKM in transcriptome data between two groups

^b^Z-score: An IPA score method that reflects the activation state of predicted regulators

### mRNA comparison of Laiwu pigs with other pig breeds at 120 d

At 120 d, IMF content in the LD muscle of Laiwu pigs was significantly higher than that of DYL pigs (Additional file 8: Figure S3). The qRT-PCR analysis showed that the mRNA expression of *FADS2*, *FABP4*, *ACSF3* and *ATP5B* in LD muscle was significantly higher in Laiwu pigs than in DYL pigs, while that of *LCLAT1*, *SCD*, *LDLR* and *CA3* was not significantly different (Fig. 6). Meanwhile, Ovilo [26] has reported that the IMF of IB × DU pig was 2.87% at 120 d, which was lower than that of Laiwu pig (3.59%) at the same age. The transcriptome data of IB × DU pig at 120 d were downloaded from GEO of NCBI (GSE86441). 

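The IB × DU values are the paper's, since the libraries of these pigs are not in the files analysed here, and the Laiwu values are the mean FPKM of the 3 libraries labelled 120 d. Of the 48 genes read from Table S7, 39 have an identifier and both values. The deposited Laiwu mean was above the paper's IB × DU mean for 29 of them and below it for 10, and all 39 had the direction that Table S7 lists. UCP3 (ENSSSCG00000014834), for example, had an FPKM of 10.45 ± 5.85 (SD, n = 3) in Laiwu pigs against the paper's 25.01 in IB × DU pigs, a log2 ratio of -1.258. PEX19 (ENSSSCG00000023091) had 21.71 ± 1.24 FPKM (SD, n = 3) against the paper's 59.28, a log2 ratio of -1.449. No test was made, because the counts of the IB × DU pigs are not in the files. The paper's Laiwu means in this comparison differ from the deposited ones, with 180.8 against 357.6 FPKM for FAM213B and 1.886 against 1.404 for FAR2. The deposited Laiwu values and the IB × DU values may therefore not share a scale. The paper chose these genes as differing at 120 d with Laiwu pigs closest to these libraries, so the shared direction is no separate support. With the libraries that Table S2 uses as 120 d in place of those labelled 120 d, 32 of the 39 genes had the listed direction.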

A total of 682 DEGs were screened (Additional file 9: Table S6), and 49 IMF candidate genes were obtained based on their GO or KEGG annotations, of which 37 genes were higher and 11 genes were lower in the LD muscle of Laiwu pigs compared with IB × DU pigs (Additional file 10: Table S7).

**Fig. 6:**
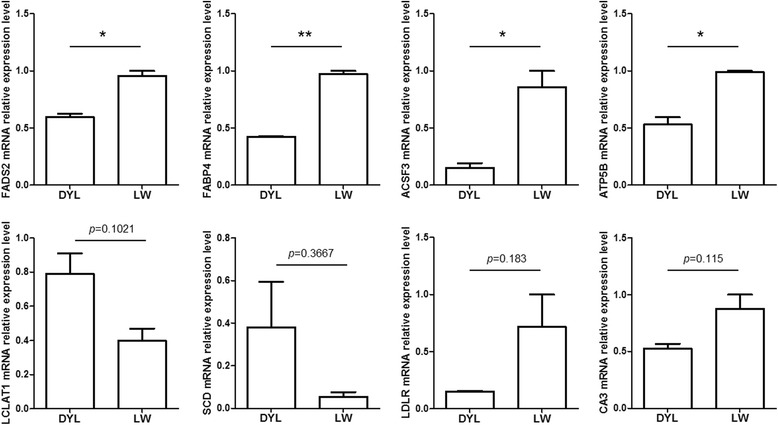
The detection of IMF candidate genes between DYL and Laiwu pigs using qRT-PCR. *p < 0.05; **p < 0.01

### Landscape of DNA methylomes of porcine LD muscle

To further understand the role of DNA methylation in regulating the transcription of genes related to IMF deposition from 120 d to 240 d, we performed reduced representation bisulfite sequencing (RRBS) on the genomic DNA from the LD muscle of Laiwu pigs. Approximately 12.2G clean data were obtained in each group with 46.27% to 46.64% clean reads uniquely mapped (Table 5). We plotted the genome-wide distribution of cytosine according to sequencing read coverage and depth across chromosomes (Additional file 11: Figure S4) and the methylation distribution of genes within different functional components, including 2 kb region upstream, gene body and downstream region (Fig. 7a). Similar CpG methylation trend was shown between 120 d and 240 d: a relative low methylation levels were found in upstream region, reaching the lowest level around transcription start sites (TSS), being stable in the first exon, followed by a sharp increase in the first intron, and hitting a plateau till transcription termination site (TTS).

**Table 5:** Data generated by RRBS of LD muscle in 120 d and 240 d Laiwu pigs

Sample	Clean reads	Clean base	GC (%)	Q30 (%)	Unique mapped	Mapped (%)	Conversion rate (%)
120 d	44,613,858	12,393,351,502	31.90	85.43	20,643,510	46.27	99.49
240 d	43,556,079	12,047,950,580	32.71	85.12	20,316,081	46.64	99.50

**Fig. 7:**
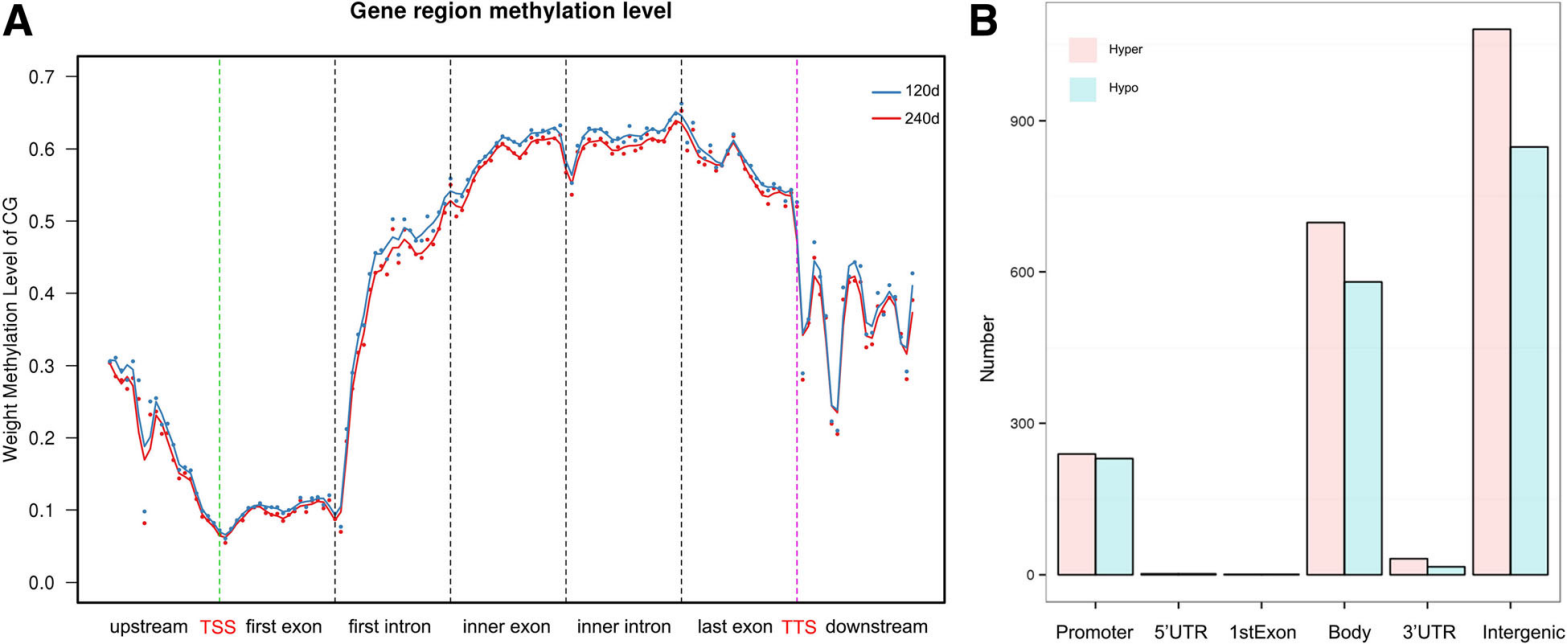
The methylation distribution around gene body of Laiwu pigs between 120 d and 240 d. **a** Methylation level of different sites around gene body. **b** Distribution of differentially methylated regions (DMRs) in gene body and intergenic region. Most (52.5%) DMRs located in intergenic region, followed by gene body (34.7%) and promoter (24.3%) regions. TSS: transcription start sites; TTS: transcription termination site

A total of 124,693 differentially methylated cytosines (DMCs) between 120 d and 240 d were identified, with sequencing depth ≥ 4, and FDR ≤ 0.05 (Additional file 12: Table S8). Similarly, a total of 3676 differentially methylation regions (DMRs) were generated corresponding to 2303 genes. The DMRs were screened by the sequencing depth ≥ 10×, at least 3 DMCs, with the minimum value ≥0.3, and *p* < 0.05 using Fisher’s exact test. Then, these DMRs were annotated according to the up- or down-stream 3000 bp of gene using MOABS method [27] (Additional file 13: Table S9). Distribution of the DMRs showed that intergenic region accounted for the most (52.5%) methylated variations, followed by gene body (34.7%), and gene promoter (24.3%) (Fig. 7b). The number of DMRs distributed on genes was shown in Table 6, hyper-methylated regions generally exceeding hypo-methylated regions in 240 d than 120 d. In addition, we performed a GO functional enrichment analysis for genes with DMRs in their promoters [28]. The top 12 significantly enriched GO terms were mainly involved in transcription, myotube differentiation and osteoblast differentiation (Table 7). Notably, the *fat metabolism process* was also significantly enriched, the involved genes include *FASN*, *LEP*, *LCN12*, *GDPD3* and *FADS6*.

**Table 6:** Number of differentially methylated genes in DMRs in the LD muscle of Laiwu pigs

120 d vs 240 d	Differentially methylated genes				
	Promoter	Exons	Introns	Downstream	Intergenic
Hyper-methylated	239	125	539	32	1078
Hypo-methylated	230	125	437	16	851

**Table 7:** Top 15 Gene Ontology (GO) categories enriched for genes with DMRs in their promoters

Category	Term	*p*-value	Genes
BP^a^	negative regulation of transcription from RNA polymerase II promoter	2.72E-04	*TNF*, *TRIM29*, *ANKRD2*, *CBX4*, *SMAD3*, *NFIX*, *CXXC5*, *HIC1*, *LEP*, *HDAC4*, *POU5F1*, *HOXA7*, *RIPPLY3*, *SEMA4D*, *BCOR*, *ZFHX3*, *SIM2*
BP	negative regulation of myotube differentiation	9.00E-03	*HDAC4*, *PLPP7*, *ANKRD2*
BP	negative regulation of osteoblast differentiation	9.70E-03	*HDAC4*, *TNF*, *SMAD3*, *SEMA4D*
BP	lipid metabolic process	1.21E-02	*FASN*, *LEP*, *LCN12*, *GDPD3*, *FADS6*
CC^b^	anchored component of plasma membrane	1.21E-02	*HYAL2*, *NTNG1*, *NTNG2*
BP	negative regulation of cell proliferation	1.26E-02	*HDAC4*, *CDKN2B*, *SMARCB1*, *IRF6*, *COPS8*, *RIPPLY3*, *FOXO4*, *CBFA2T3*, *SIRT2*
BP	negative regulation of cell adhesion	1.41E-02	*DACT2*, *PLXNB3*, *SEMA4D*
BP	positive regulation of osteoclast differentiation	1.41E-02	*TNF*, *GNAS*, *PPARGC1B*
BP	ossification	1.64E-02	*ALOX15*, *MGP*, *EXT2*, *PPARGC1B*
BP	regulation of cell shape	1.67E-02	*WASF3*, *BAIAP2*, *GNA12*, *PLXNB3*, *SEMA4D*, *ARAP1*
MF^c^	transcription corepressor activity	1.70E-02	*HDAC4*, *SKOR1*, *POU5F1*, *BCOR*, *CBFA2T3*, *DAXX*
BP	embryonic pattern specification	2.02E-02	*SMAD3*, *RIPPLY3*, *SIM2*
MF	sequence-specific DNA binding	2.85E-02	*HDAC4*, *FOXI2*, *LOC100513063*, *POU5F1*, *HOXA7*, *CXXC5*, *MAFK*, *FOXO4*, *ZFHX3*, *PITX2*
BP	immune response	3.21E-02	*FYB*, *CSF3*, *CCR7*, *IL2RA*, *SMAD3*, *TGFBR3*, *VAV1*, *CCL17*
MF	RNA polymerase II transcription factor activity	3.30E-02	*FOXI2*, *LOC100512558*, *NFIX*, *FOXO4*, *NHLH1*, *SIM2*, *PITX2*

^a^BP: biological process; ^b^CC: cellular component; ^c^MF: molecular function

### Integration analysis of transcriptome and DNA methylome in porcine LD muscle between 120 d and 240 d

The gene expression level was divided into four groups according to FPKM (highest, lowest, medium high, medium low) to analyze the relationship between methylation variation and mRNA expression levels of genes in LD muscle (Additional file 14: Table S10). 

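The features with an FPKM above 0 were ranked by their mean FPKM at the labelled ages of 120 and 240 d and cut into 4 equal groups. At 120 d the lowest group of 4346 features had a median FPKM of 0.0995 ± 0.0171 (SD of the group median over the libraries, n = 3), the medium low group 1.248 ± 0.137, the medium high group 4.734 ± 0.175 and the highest group 23.81 ± 0.68. At 240 d the medians of the same groups were 0.0938 ± 0.0064, 1.206 ± 0.057, 4.801 ± 0.053 and 23.96 ± 0.92 (SD, n = 3), with 4276 features in the lowest group. The bounds between the groups were at 0.46, 2.53 and 9.21 FPKM at 120 d, and at 0.42, 2.54 and 9.38 FPKM at 240 d. Since the groups are made by ranking the FPKM, a difference between them follows from their construction, and no test was made. At 120 d, the median of the lowest group moved most with only the features with an FPKM of at least 0.1, to 0.3987, and that of the highest group moved most over all features, to 17.19. The methylation values that the paper compares between these groups are not in the files analysed here.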

The expression level of the genes among the four groups was significantly different. Analysis showed that the lowest methylation level was found around the TSS in both 120 d and 240 d groups, the highest FPKM group was significantly different from others (Additional file 15: Figure S5), with an obviously sharp decrease in their upstream regions (Fig. 8). Furthermore, we calculated the proportions of DEG with DMR (4.3%), DEG without DMR (22.4%) and DMR without DEG (73.3%) (Additional file 16: Figure S6), and detected a total of 127 DEGs with DMRs, suggesting a likely role of methylation on transcription (Additional file 17: Table S11). 

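The methylation values of Table 8 are not in the files analysed here, and only the expression of its genes could be computed. Of the 11 genes, 10 were found in the files, LSS under the identifier of Table S3, and the mean FPKM of all 10 was lower in the libraries labelled 240 d than in those labelled 120 d, with log2 changes from -1.89 to -0.04. PVALB (ENSSSCG00000000138, chromosome 5 of Sscrofa10.2, 8553415 to 8573107) went from 45.7 ± 50.7 to 16.7 ± 6.4 FPKM (SD, n = 3 each), a log2 change of -1.46 (standard error 0.98, adjusted p = 0.233 from edgeR). ID2 (ENSSSCG00000008645, chromosome 3, 135801780 to 135804369) went from 8.22 ± 4.30 to 3.13 ± 1.85 FPKM (SD, n = 3 each), a log2 change of -1.39 (standard error 0.66, adjusted p = 0.131 from edgeR). SH3PXD2B (ENSSSCG00000027378, chromosome 16, 56137621 to 56228713) went from 0.685 ± 0.057 to 0.424 ± 0.168 FPKM (SD, n = 3 each), a log2 change of -0.69 (standard error 0.34, adjusted p = 0.174 from edgeR). None of the 10 genes passed a false discovery rate of 0.01 with an absolute log2 change of 1 in edgeR, and 1 did in the DESeq2 Wald test. With each library left out in turn, the log2 change of PVALB ranged from -1.92 to 0.01. The ages of Table S2 moved the values most, with all 10 genes up and a log2 change of 2.44 for PVALB. The paper proposes a likely role of methylation in transcription from the number of its DEGs that have DMRs. For the genes of Table 8, it lists the methylation difference beside the fold change.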

The lipid biosynthesis relevant genes showed different DNA methylation level in gene body or intergenic region on 120 d and 240 d, such as *FASN*, *PVALB*, *ID2*, *SH3PXD2B* and *EGR1* (Table 8).

**Fig. 8:**
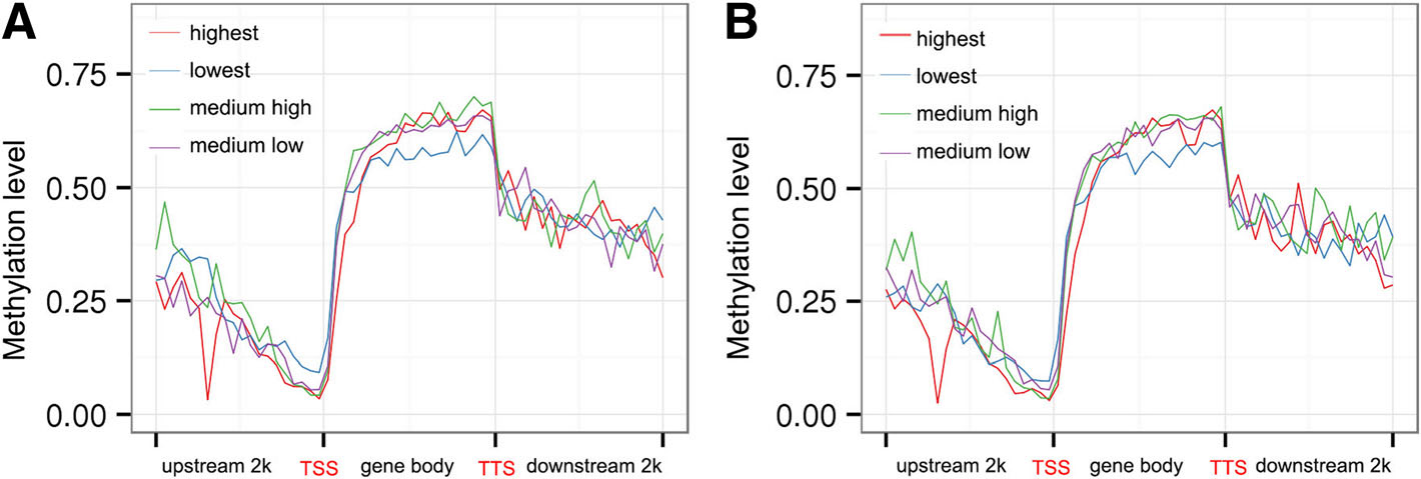
CpG methylation of genes with different expression level between 120 d and 240 d. Gene expression level was divided into four equal parts according to FPKM value. The red, blue, green, purple line indicate the highest, lowest, medium high and medium low FPKM value, respectively. **a** 120 days old Laiwu pigs; and (**b**) 240 days old Laiwu pigs. TSS: transcription start sites; TTS: transcription termination site

**Table 8:** The fat relevant genes with DMRs located in between 120 d and 240 d

Gene symbol	Log_2_(FC)^a^	*p*-value (DEG)	DMR width	Methylation difference	*p*-value (DMR)	Region
*FASN*	1.79	5.00E-05	9	−0.37	8.39E-10	Promoter (2-3 kb)
*PVALB*	2.45	5.00E-05	18	0.50	2.15E-07	Promoter (2-3 kb)
*LSS*	1.03	5.50E-04	15	−0.35	5.04E-13	Promoter (1-2 kb)
*ACSF3*	0.90	1.85E-03	82	−0.34	8.39E-08	Intron
*GPER1*	1.54	3.00E-04	26	−0.34	1.86E-06	3′ UTR
*IGFBP7*	0.93	4.90E-03	44	0.33	3.56E-06	Intron
*ID2*	1.27	1.50E-04	108	−0.39	9.78E-13	Distal Intergenic
*SH3PXD2B*	1.64	5.00E-05	67	−0.46	1.41E-15	Distal Intergenic
*EGR1*	3.25	5.00E-05	142	−0.40	2.85E-45	Intergenic
*PEMT*	1.09	5.00E-05	85	−0.31	4.50E-12	Distal Intergenic
*ITGB2*	1.22	1.00E-04	99	−0.34	2.32E-10	Distal Intergenic

^a^FC: Fold-Change of FPKM in transcriptome data in 120 d vs 240 d

### RRBS data validation of *EGR1* and *FASN* via BSP

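EGR1 (ENSSSCG00000014336) lies on chromosome 2 of Sscrofa10.2 from 146156065 to 146160020. In the 3 libraries labelled 120 d its FPKM was between 15.56 and 99.05, and in the 3 labelled 240 d between 6.824 and 20.68. The mean fell from 43.9 ± 47.8 to 11.9 ± 7.7 FPKM (SD, n = 3 each), a log2 change of -1.89 (standard error 1.06, adjusted p = 0.145 from edgeR, exact permutation p = 0.3). FASN (ENSSSCG00000029944, chromosome 12, 1023477 to 1034681) was between 6.046 and 23.80 FPKM at the labelled age of 120 d and between 11.76 and 13.95 FPKM at 240 d. The FASN means were 12.92 ± 9.53 and 12.58 ± 1.19 FPKM (SD, n = 3 each), a log2 change of -0.04 (standard error 0.62, adjusted p = 0.96 from edgeR, exact permutation p = 0.8). The SD of the libraries labelled 120 d was thus larger than the difference between the means of the 2 ages for both genes. Leaving out each library in turn gave log2 changes from -2.56 to -0.46 for EGR1 and from -0.38 to 0.75 for FASN. When the ages of Table S2 were used, the log2 change was 3.25 for EGR1 (adjusted p = 0.0368 from edgeR) and 1.79 for FASN (adjusted p = 0.149 from edgeR). From the expression of both genes and their methylated regions, the paper selected them for qRT-PCR and bisulfite sequencing PCR.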

According to transcriptome and RRBS data, the two candidate IMF genes *EGR1* and *FASN* were differentially expressed and with DMRs in 120 d vs 240 d. Herein, they were validated through qRT-PCR and BSP. The mRNA expression level of *EGR1*and *FASN* were up-regulated in 240 d (Fig. 9a, e), in consistent with transcriptome results. BSP analysis revealed that the proportion of CpG methylation in the intergenic region of *EGR1* was significantly lower in the LD muscle of 240 d pigs than that of 120 d (*p* < 0.0001), and that of *FASN* promoter region was not significantly different (*p* = 0.0575, Fig. 9d, h). The BSP analysis results on *EGR1* and *FASN* were basically consistent with RRBS data*.*

**Fig. 9:**
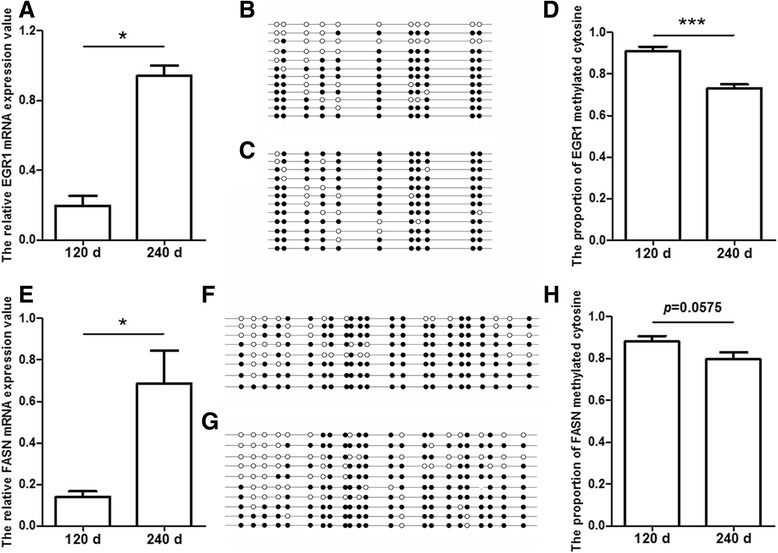
The detection of mRNA expression and methylation of candidate genes. **a** The relative mRNA expression of *EGR1* between 120 d and 240 d Laiwu pigs; The (**b**)120 d and (**c**) 240 d *EGR1* intergenic CpG methylation patterns; (**d**) The methylated cytosine proportion of *EGR1* intergenic CpG region between 120 d and 240 d. **e** The relative mRNA expression of *FASN* between 120 d and 240 d Laiwu pigs; The (**f**)120 d and (**g**) 240 d *FASN* promoter CpG methylation patterns; (**h**) The methylated cytosine proportion of *FASN* promoter CpG region between 120 d and 240 d. *p < 0.05; ***p < 0.001

## Discussion

In this study, by a combinational use of transcriptome and DNA methylome analysis, we screened the genes and pathways related to IMF deposition in the LD muscle from Laiwu pigs across four developmental satges. The Laiwu pigs exhibit strong capacity to deposit fat in skeletal muscles, therefore, are ideal animal model for analyzing mechanisms underlying IMF deposition. To identify genes that are related to IMF deposition in Laiwu pigs, we first obtained transcriptome of LD muscle from Laiwu pigs of 60, 120, 240 and 400 days old, and selected genes with similar dynamics to IMF; then compared the DEGs between adjacent stages, especially focused on the genes and pathways between 120 d and 240 d, the stage of quickly increased IMF deposition; and finally analyzed the DNA methylation changes in the IMF related genes in the LD muscle from 120 d to 240 d.

By STEM analysis on the transcriptome data of four developmental stages, we found that three temporal expression profiles correlated with IMF variation in the LD muscle. From these profiles, 15 DEGs with known function in lipid metabolism were identified. Among these genes, *ACACA*, *SCD*, *ACLY*, *ELOVL1* and *FASN* are lipogenesis genes, all of them involved in long-chain fatty-acyl-CoA biosynthetic process and played regulatory and/or catalysis roles in fatty acid biosynthesis [4, 29–31]. Four genes (*SCD*, *FADS1*, *FADS2*, and *FADS3*) are known to encode desaturases, responding for the biosynthesis of unsaturated fatty acids [32–36]. Six genes (*CYP51*, *DHCR24*, *EBP*, *HSD17B7*, *SOAT1* and *SQLE*) are involved in steroid biosynthesis pathway, execute their catalytic function during cholesterolopoiesis process [37, 38]. The expression dynamics of these genes from 60 d to 400 d are in accordance with the trend of IMF deposition dynamics in the LD muscle of Laiwu pigs. Moreover, since the growth and development of LD muscle is gradually increased from 60 d to 400 d of Laiwu pigs, reflected in the changes in skeletal muscle fibre area, genes involved in myoblast fusion and muscle tissue development were also identified (Additional file 3: Figure S2), which will be further investigated in future study.

IMF deposition in skeletal muscle results from balance among the uptake, synthesis and oxydrolysis of lipids, and the development of IMF is a complex multi-organ process regulated by coordinated actions of muscle, adipocyte, and connective tissues; angiogenesis and immune system-related genes and pathways are also involved [4, 8, 39]. For instance, animals with high muscularity generally display a reduced developmental of IMF [4], suggesting that IMF candidate genes may negatively regulate muscle development. Blood vessels growth and remodelling not only supply optimal levels nutrients and oxygen to nourish adipocytes, but also provide adipose precursor and stem cells that control adipose tissue mass and function [18, 40, 41]. Accordingly, we observed the enrichment of multi-pathways in the LD muscle of Laiwu pigs from 60 d to 400 d, including cell proliferation and immune (from 60 d to 120 d), phagocytosis and protein metabolism (from 120 d to 240 d) (Fig. 4).

The 120 d vs 240 d group has the most DEGs and mostly up-regulated in 240 d. The fat deposition pathways firstly emerged in this period, concordant with the quick increase of IMF content, representing a critical fat deposition period. The fatty acid biosynthesis relevant DEGs were identified in this group, such as *FASN*, *ACACA*, *ACLY* and *SCD*. *FASN* (fatty acid synthase) catalyzes all of the reaction steps in the synthesis of palmitate from acetyl-CoA and malonyl-CoA, which plays a central role in de novo lipogenesis in mammals [29], and was reported to be related with pork IMF content [42, 43]. *ACACA* (Acetyl-CoA carboxylase alpha) is a key regulator of de novo fatty acid synthesis [30, 44] and the haplotype *A*_*4899*_ *C*_*5196*_ can decrease IMF percentage in a Duroc commercial population [45]. *ACLY* (ATP citrate lyase) is a rate-limiting lipogenic enzyme in pigs associated with fatty acid biosynthesis [31], its effects on IMF deposition has not been studied. Notably, *SCD* (stearoyl-coenzyme A desaturase) is also a rate-limiting enzyme in lipogenesis, regulating the biosynthesis of C16: 1 and C18: 1 from C16: 0 and C18: 0, respectively, and this process is regulated by SREBF1 [33, 34]. Bessa et al. [35] reported that IMF is positively related to SCD protein expression level in commercial pig breeds. Therefore, it is reasonable to speculate that it is the relative highly expressed SCD that triggers the increase of MUFA percentage [46], particularly between 120 and 240 days old Laiwu pigs.

Besides these well-known IMF relevant genes, we also focused on dramatically up- or down-regulated genes that probably relevant to fat metabolisms, such as *LDLR*, *FOSL1*, *EGR1*, *G0S2*, *FAM213B* and *SORBS1*. *LDLR* (low density lipoprotein receptor) plays an important role in lipid transportation and shows high positive correlation with IMF content in Piau pigs [47]. *FOSL1* (FOS like 1, AP-1 transcription factor subunit) could be activated by the upstream AP1 motif, induced by Liver X receptors (LXRs) in mouse, which involves in regulating lipid synthesis and transport [48]. Boyle et al. [49] showed that *EGR1* (early growth response transcription factor 1) is a negative regulator during 3 T3-L1 differentiation [50]. *G0S2* (G0/G1 switch gene 2) can attenuate the activity of the intracellular triacylglycerol hydrolase and adipose triglyceride lipase [51]. And the role of the gene *FAM213B* (family with sequence similarity 213 member B) in fat deposition was rarely reported, which deserves further study. While the down-regulated gene *SORBS1* (sorbin and SH3 domain containing 1) plays a key role in adipogenesis [52], and the expression level in the visceral adipose depots correlated negatively with body mass index [53]. Taken together, only *LDLR* has been reported related with IMF content among the six mentioned genes, the function of the other five genes in IMF deposition still deserves further investigations.

The well studied TFs relevant to lipid metabolism, such as *KLF5*, *SREBF2*, *TP53* and *TWIST1*, were also identified. *KLF*s (Krüppel-like factors) regulate adipocyte differentiation in mammals, and KLF5 acts as a key regulator, by binding to SREBP1, to enhance the SREBP1-mediated increase in *FASN* promoter activity [54]. *SREBF*s (sterol regulatory element binding factors) are major regulators of carbohydrate and lipid metabolism [30]. *SREBF2* is closely associated with cholesterol biosynthesis [55], showing an activation Z-score of 3.51 in comparison between 120 d and 240 d. *TP53* (tumor protein p53) is involved in pig myogenesis [56] and functional p53 can regulate cellular glucose metabolism through several proteins such as TP53-induced glycolysis and phosphoglycerate mutase [57]. *TWIST1* (twist family BHLH transcription factor 1) was demonstrated as a regulator during the adipocytes gene expression in 3 T3-L1 [58, 59]. The roles of these TFs in IMF deposition of pigs have not been reported.

It has been well studied that DNA methylation plays an important role in the regulation of gene expression [21, 23]. In this study, we obtained the DNA methylation landscapes of LD muscle in 120 d and 240 d Laiwu pigs. The results showed that most of the DMRs located in intergenic regions, which is consistent with another study [18]. The methylation level of CpG dinucleotide around TSS region showed a ‘V’ shaped curve in the LD muscle of both 120 d and 240 d Laiwu pigs, this pattern was also reported in other species, such as human [60], cattle [23] and rat [61]. Moreover, the DMRs located in promoter region were mainly involved in muscle, adipose and bone development, implying that methylation probably plays an important role during the LD muscle development.

Generally, the genes with high expressed levels are often associated with a relative lower promoter methylation [23, 62], while for the gene body regions, it remains unclear [63–65]. Studies assumed that DNA methylation in gene body is positively correlated with gene expression level, because DNA methylation might alter chromatin structure and transcription elongation efficiency [66, 67]. In this study, the expressed genes showed the lowest methylation level around TSS, and for the highly mRNA expressed genes both in the LD muscles of 120 d and 240 d, the methylation level in the promoter region was decreased, which is consistent with previous reports [63, 68, 69]. Integration analysis of transcriptome and methylome revealed a set of candidate IMF deposition genes probably regulated by methylation, such as *FASN*, *ID2*, *ITGB2*, *PEMT* and *SH3PXD2B*. These mentioned genes were all hypomethylated in 240 d in the promoter or intergenic regions. *ID2* is an adipogenic transcription factor that stimulates PPAR expression and adipocyte differentiation [70], loss of ID2 expression leads to decreased white adipose tissue development and adipogenesis, both in vitro and in vivo [71]. ITGB2 was an up-regulated adipokine associated to obesity [72]. And SH3PXD2B positively regulates the fat cell differentiation [73]. The role of DNA methylation on the expression of these genes requires further investigations.

In this study, we performed transcriptome comparison on LD muscle from four developmental stages, and DNA methylome comparison between two developmental stages, three individuals in each stage. Although a relatively high correlation was observed in each group, ideal analysis should be performed on muscle biopsies collected in the same pig at all developmental stages to eliminate the individual effect. Function of the IMF related genes identified by this study will be further characterized on cell level.

## Conclusions

In summary, this study provides a comprehensive landscape of transcriptome of the LD muscle in Laiwu pigs ranging from 60 d to 400 d. We identified 127 DEGs related to lipid biosynthesis in 120 d vs 240 d, including genes *FASN*, *ACACA*, *ACLY* and *SCD*, and transcription factors *EGR1*, *SREBF2*, *TP53* and *TWIST1.* The fat biosynthesis relevant genes *FASN*, *PVALB*, *ID2*, *SH3PXD2B* and *EGR1,* showed differences in DNA methylation in the gene body or intergenic regions from 120 d to 240 d in Laiwu pigs. The role of these genes in porcine IMF deposition needs further investigations.

## Methods

### Animal sampling and meat composition measurements

A total of 12 pure castrated male Laiwu pigs reared under similar environmental and feeding conditions in Laiwu Pig Conservation Center (Laiwu, Shandong) were randomly selected at four developmental stages: 60, 120, 240 and 400 days of age (*n* = 3). Each stage includes three individuals of similar body weights. These pigs were weighed and electrically stunned to ameliorate the suffering of the animals before death, then blood drawn and sampled from the LD muscle at the third lumbar vertebra, and vacuum-packed in a low-oxygen environment until subsequent IMF content measurement by Soxhlet petroleum ether extraction after sampling 24-h [74, 75]. Similarly, four DYL pigs of 120 days of age were randomly selected from Xingyue Pig Breeding Co. Ltd. (Taian, Shandong). The DYL pigs were weighed, electrically stunned, blood drawn and slaughtered, all efforts were made to minimize suffering. Immediately after slaughter, a sample from the LD muscle at the third lumbar vertebra was collected and frozen in liquid nitrogen for further study.

Total lipids were extracted from the LD samples using a benzene-petroleum ether (1:1) mixture. The lipids were directly methylated using 0.4 mol/L KOH methyl alcohol solution according to Demirel et al. [76]. Fatty acid methyl esters (FAME) were quantified using a gas chromatograph (GC) equipped with a DB-17 column from Agilent Technologies (30 m × 0.25 mm × 0.25 μm; Palo Alto, CA, USA) on a Shimadzu GC-2010 (Kyoto, Japan). The fatty acid composition was analyzed with an Automatic Amino Acid Analyzer, and the operating steps were performed as previously described [77].

### Total RNA extraction and RNA-sequencing

Total RNA was extracted from Laiwu pig muscle samples (stored at −80 °C) according to the EZNA Tissue RNA Kit instruction manual (Omega-Biotech, Doraville, USA). RNA concentration and purity were measured with a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE). RNA integrity was assessed using the RNA Nano 6000 Assay Kit with the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

RNA sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) with multiplexing primers, according to the manufacturer’s instructions. Sequencing was performed using a paired-end 125-cycle rapid run on the Illumina HiSeq2500 (Illumina Inc., San Diego, CA, USA). Low quality reads were removed by perl script, and the clean reads were filtered from the raw reads and mapped to the *Sus scrofa* genome (Sscrofa10.2) using Tophat2 software [78]. Gene expression levels were estimated based on the FPKM values obtained using Cufflinks software [79]. Here, only genes with an absolute value of log_2_ (Fold-Change) ≥ 2 and an FDR < 0.01 were used for subsequent analysis. The transcriptome data have been deposited with the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) under accession number GSE90135. Additionally, the transcriptome data of IB × DU pigs at 120 d were downloaded from GEO of NCBI (GSE86441) to compared with the Laiwu pig at the same age [16]. The DEGs were also screened based on log2FC ≥ 2 and an FDR < 0.01.

### DNA preparation and RRBS sequencing

The genomic DNAs were extracted using the TIANamp genomic DNA kit (Tiangen, Beijing, China) following the manufacturer’s instructions of the 120 and 240 days old pig muscle tissues, based on the phenotypic and transcriptome data showed that this stage was the IMF deposition fastest period. The construction of DNA methylation library was performed at Biomarker (Beijing, China) using RRBS. The RRBS library was constructed using 2 μg of high-quality genomic DNA, pooling with an equal amount from three 120 and 240 days old pigs, respectively. Briefly, DNA was restriction digested using MspI enzyme, which cut the DNA at sites CCGG, then the fragment were end-repaired and dA-tailing to blunt-end products, followed by adaptor-ligation with T overhang. The ligation products were purified by 2% agarose gel electrophoresis and size-selected of DNA fragments 150–400 bp long (including 100 bp adaptor). Size-selected DNA was bisulfite-conversion with the NEXTflex Bisulfite-Seq Kit (Bioo Scientific, Austin, TX, USA). The final library was generated by PCR-amplified, enriching for fragments with adapters on both ends and the RRBS was performed by Illumina HiSeq X Ten (Illumina Inc., San Diego, CA, USA). The clean reads were aligned to the pig reference genome (Sscrofa10.2) (ftp://ftp.ensembl.org/pub/release-75/fasta/sus_scrofa) and produced by the BS-seeker2 v.2.0.8 using Bowtie2 v.2.1.0 [80] in local alignment mode and no more than 2 mismatches per read. Methylation status was determined using weighted methylation level [81]. The DMRs were produced, which sites coverage depth more than 10×, and at least 3 different methylation sites and Fisher’s exact test *p* < 0.05 using MOABS [27]. The RRBS sequences were submitted to Gene Expression Omnibus (GEO) of NCBI under the study accession number GSE93563.

### Bioinformatics analysis

The DEGs in 60 d vs 120 d, 120 d vs 240 d, and 240 d vs 400 d comparisons were uploaded to DAVID Bioinformatics Resources (version 6.8, https://david.ncifcrf.gov/home.jsp) to pathway enrichment analysis. STEM software (version 1.3.9, http://www.cs.cmu.edu/~jernst/stem) was used to classify all of the genes into profiles with similar expression patterns [24], and the correlation coefficients of significant clustered profiles were calculated using the MultiExperiment Viewer (version 4.9.0, http://www.tm4.org). All of the DEGs were analyzed using Cytoscape ClueGO plug-in (version 2.3.2; http://apps.cytoscape.org/apps/cluego) as a complementary analysis method. Only Benjamini-corrected values of *p* < 0.05 were considered statistically significant. The obtained IMF candidate genes were compared with pig IMF relevant QTL dataset to validate fat metabolism genes. Finally, the upstream regulators prediction was predicted by Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA, USA; http://www.ingenuity.com), a bioinformatics tool for biological functions, canonical pathways and gene networks. Meanwhile, the TFs binding sites were predicted using JASPAR (http://jaspar.genereg.net). The DMRs were blasted [82] and pathway enriched also using online DAVID analysis.

### qRT-PCR

Quantitative PCR was performed to validate the DEGs according to the Pearson’s correlation between the FPKM from the RNA-Seq data and the relative expression data obtained using qRT-PCR. First-strand cDNA was synthesized using Primescript RT reagent (Takara Bio Inc., Otsu, Japan) in a 20 μl total volume, containing 1 μL total RNA, 1 μL gDNA Eraser, 2 μL 5 × gDNA Eraser Buffer, 4 μL 5 × Prime Script Buffer 2, 1 μL Prime Script RT Enzyme Mix, 1 μL RT Primer Mix4 and RNase-Free dH_2_O. The expression of six genes was quantified using SYBR Premix Ex Taq (Takara Bio Inc., Otsu, Japan) in Agilent Mx3000P system (Agilent Co., Wilmington, Delaware, USA) in a total volume of 25 μL containing 12.5 μL 2× Pre Ex Taq, 0.5 μL ROX II, 2 μL cDNA, 0.5 μL each of the forward and reverse primer (10 μM) and dH_2_O. The standard curve for each gene was used to confirm amplification specificity and efficiency, and an appropriate 3-fold dilution ratio was used. The data were normalized to GAPDH and RPL7, and the experiments were run in triplicate. The 2^-∆∆CT^ method was used to calculate relative gene expression. Concordance correlation coefficient [83] was calculated between FPKM and qRT-PCR experiments.

### Validation of RRBS data using BSP

We performed BSP to validate the RRBS results. The methylation primers were designed using Methyl Primer Express v1.0, which were provided in Additional file 18: Table S12. The bisulfite conversion of pig genome DNA was executed according to protocol of EZ DNA Methylation-Gold Kit (Zymo Research, Irvine, CA, USA). Then amplification converted DNA using Ex Taq Hot Start Version (Takara Bio Inc., Otsu, Japan). And the PCR product was cloned into the pMD18-T vector (Takara Bio Inc., Otsu, Japan). Twenty subclones were selected for each fragment and the positive clones were sequenced using ABI3730XL DNA Analyzer (ABI, CA, USA). All the sequences were analyzed using BiQ Analyzer v2.0.

### Statistical analysis

The live weight, IMF content and fatty acid composition over four developmental stages were performed with one-way ANOVA, followed by Duncan’s multiple range test (*p* < 0.05) by using SAS 8.2 (SAS Institute, Cary, NC, USA). Student *t*-test was employed to analyze the mRNA over four developmental stages of pig muscle. The GO and KEGG analysis were performed by Fisher’s *t*-test. *p* < 0.05 was considered significantly different.

## Additional files

Additional file 1: Figure S1. Validation of the expression of candidate genes using qRT-PCR. The Y-axis on the left side of the histogram represents the gene expression level according to qRT-PCR (marked as *), and the right Y-axis of line represents the standard value of FPKM based on transcription (indicated as #). The Pearson’s correlation coefficient (r) and Gene Symbol are shown above the figure. #/*p < 0.05; ##/**p < 0.01; ###/***p < 0.001. (PNG 2842 kb)

Additional file 2: Table S1. The four significantly clustered profiles and the corresponding genes across four developmental stages in Laiwu pigs. A total of 10 profiles were generated and only four profiles significantly clustered across 60, 120, 240 and 400 days old in Laiwu pigs. (XLSX 76 kb)

Additional file 3: Figure S2. The differentially expressed genes and functions associated with muscle metabolism in profile 1, 3 and 4. GO terms and genes are represented as nodes based on their kappa score more than 0.4 and networks with at least three nodes. The node size represents the GO terms enrichment significance. (PNG 1770 kb)

Additional file 4: Table S2. The differentially expressed genes (DEGs) in 60 d vs 120 d, 120 d vs 240 d and 240 d vs 400d. We showed all DEGs only with absolute value of log2 (Fold-Change) ≥ 1 and FDR ≤ 0.01 in adjacent development stages of Laiwu pigs. (XLSX 81 kb)

Additional file 5: Table S3. The fat relevant differentially expressed genes (DEGs) with similar expression trend in the comparison 120 d vs 240 d of Laiwu pigs. (XLSX 12 kb)

Additional file 6: Table S4. The upstream regulators and their target genes in 120 d vs 240 d Laiwu pigs. (XLSX 11 kb)

Additional file 7: Table S5. The TFs binding sites predicted by JASPAR database. (DOCX 280 kb)

Additional file 8: Figure S3. The IMF content between DYL and Laiwu pig breeds. *p < 0.05. (PNG 5 kb)

Additional file 9: Table S6. All the DEGs between IB × DU and Laiwu pig breeds. The DEGs were screened with absolute value of log2 (Fold-Change) ≥ 1 and FDR ≤ 0.01. (XLSX 281 kb)

Additional file 10: Table S7. The IMF candidate genes between IB × DU and Laiwu pig breeds. (DOCX 17 kb)

Additional file 11: Figure S4. Distribution of CpG methylation in the LD muscle of 120 d (a) and 240 d (b) Laiwu pigs across pig chromosomes. (PNG 1168 kb)

Additional file 12: Table S8. The differentially methylated cytosines (DMCs) and corresponding genes in 120 and 240 days old Laiwu pigs. The DMCs were produced by sequencing depth ≥ 4×, and FDR ≤ 0.05. (XLSX 6864 kb)

Additional file 13: Table S9. The differentially methylated regions (DMRs) in 120 and 240 days old Laiwu pigs. The DMRs were generated by sequencing depth ≥ 10×, at least 3 DMCs, meanwhile the minimum value ≥ 0.3, and *p* < 0.05 using Fisher’s exact test. (XLSX 461 kb)

Additional file 14: Table S10. The classification of transcriptome according to their FPKM value at 120 d and 240 d of Laiwu pigs. (XLSX 2057 kb)

Additional file 15: Figure S5. The ANOVA test among the highest, medium high, medium low and lowest FPKM groups in 120 d vs 240 d Laiwu pigs. ***p < 0.001. (PNG 10 kb)

Additional file 16: Figure S6. The proportion of DEGs with DMRs, DEGs without DMRs and DMRs without DEGs in 120 d vs 240 d Laiwu pigs. (JPEG 75 kb)

Additional file 17: Table S11. Description of DEGs with DMRs, DEGs without DMRs and DMRs without DEGs in 120 d vs 240 d Laiwu pigs. (XLSX 1094 kb)

Additional file 18: Table S12. The primers for methylation analysis on intergenic region of EGR1 and promoter region of FASN by BSP. (DOCX 14 kb)

## Abbreviations

BP: Biological process
CC: Cellular component
DEGs: Differentially expressed genes
DMCs: Differentially methylated cytosines
DMRs: Differentially methylated regions
DYL: Duroc × Yorshire × Landrace
FC: Fold-change
FDR: False discovery rate
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
GO: Gene ontology
IMF: Intramuscular fat
IPA: Ingenuity Pathway Analysis
KEGG: Kyoto encyclopedia of genes and genomes
LD: *longissimus dorsi*
MF: molecular function
MUFA: Monounsaturated fatty acids
PUFA: Polyunsaturated fatty acids
RRBS: Reduced representation bisulfite sequencing
SFA: Saturated fatty acids
STEM: Short Time-series Expression Miner
TFs: Transcription factors
TSS: Transcription start sites
TTS: Transcription termination site

# Supplementary material for: Dynamic transcriptome and DNA methylome analyses on longissimus dorsi to identify genes underlying intramuscular fat content in pigs
**Source:** BMC Genomics. 2017 Oct 12;18:780. doi: 10.1186/s12864-017-4201-9
**Supplement:** Supplementary file 7 — The TFs binding sites predicted by JASPAR database.

Table S5. The TFs binding sites predicted by JASPAR database.

| ID | Name | Species^1^ | Class | Sequence logo |
| --- | --- | --- | --- | --- |
| MA0162.1 | Egr1 | 10090 | Zinc-coordinating | 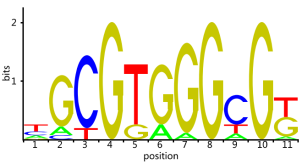 |
| MA0162.2 | EGR1 | 9606 | C2H2 zinc finger factors | 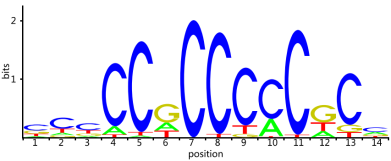 |
| PB0010.1 | Egr1-1 | 10090 | Zinc-coordinating | 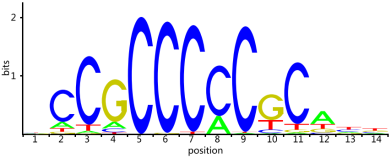 |
| PB0114.1 | Egr1-2 | 10090 | Zinc-coordinating | 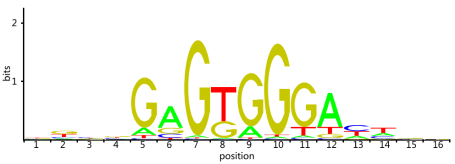 |
| MA0617.1 | Id2 | 10090 | Basic helix-loop-helix factors (bHLH) | 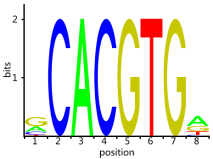 |
| MA0599.1 | KLF5 | 9606 | C2H2 zinc finger factors | 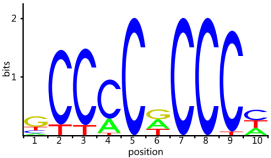 |
| MA0664.1 | MLXIPL | 9606 | Basic helix-loop-helix factors (bHLH) | 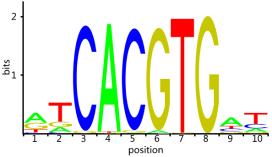 |
| MA0596.1 | SREBF2 | 9606 | Basic helix-loop-helix factors (bHLH) | 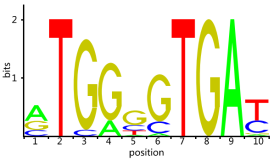 |
| MA0828.1 | SREBF2 | 9606 | Basic helix-loop-helix factors (bHLH) | 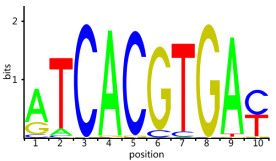 |
| MA0595.1 | SREBF1 | 9606 | Basic helix-loop-helix factors (bHLH) | 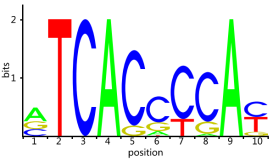 |
| MA0829.1 | Srebf1 | 10090 | Basic helix-loop-helix factors (bHLH) | 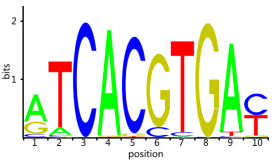 |
| MA0106.1 | TP53 | 9606 | Zinc-coordinating | 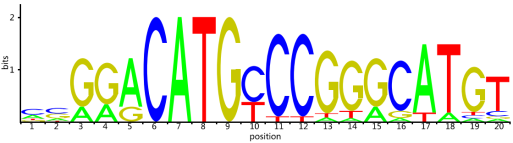 |
| MA0106.2 | TP53 | 9606 | Zinc-coordinating | 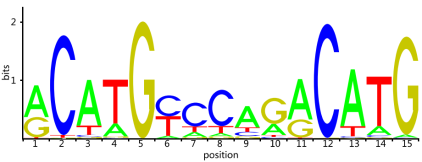 |
| MA0106.3 | TP53 | 9606 | p53 domain factors | 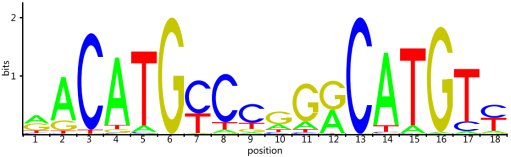 |

^1^Species: The species based on predicted transcription factor binding sites. The 10090 and 9606 represent *Mus musculus* and *Homo sapiens*, respectively.

# Supplementary material for: Dynamic transcriptome and DNA methylome analyses on longissimus dorsi to identify genes underlying intramuscular fat content in pigs
**Source:** BMC Genomics. 2017 Oct 12;18:780. doi: 10.1186/s12864-017-4201-9
**Supplement:** Supplementary file 10 — The IMF candidate genes between IB × DU and Laiwu pig breeds.

Table S7. The IMF candidate genes between IB×DU and Laiwu pig breeds

| Gene | FDR | log_2_FC^1^ | Function |
| --- | --- | --- | --- |
| *UCP3* | 4.32E-03 | -1.3539 | fatty acid metabolic process (GO:0006631) |
| *PRKCA* | 8.78E-13 | -2.5645 | positive regulation of lipid catabolic process (GO:0050996) |
| *PRKAG3* | 7.45E-03 | -1.2678 | fatty acid biosynthetic process (GO:0006633) |
| *PPARGC1A* | 7.66E-03 | -1.9814 | adipocytokine signaling pathway ko04920 |
| *PLCXD3* | 6.88E-04 | -1.6952 | lipid metabolic process (GO:0006629) |
| *PEX19* | 3.69E-04 | -1.3869 | negative regulation of lipid binding (GO:1900131) |
| *ME1* | 9.37E-03 | -1.1326 | PPAR signaling pathway (ko03320) |
| *ILVBL* | 6.91E-04 | -1.6510 | fatty acid alpha-oxidation (GO:0001561) |
| *FOXO1* | 4.43E-03 | -1.0924 | negative regulation of fat cell differentiation (GO:0045599) |
| *DBI* | 2.82E-03 | -1.1365 | lipid transport (GO:0006869) |
| *CRYZ* | 1.20E-03 | -1.2149 | fatty acid metabolic process (GO:0006631) |
| *TCF4* | 1.33E-08 | 1.7316 | negative regulation of fat cell differentiation (GO:0045599) |
| *SOAT1* | 6.96E-03 | 1.2910 | fatty-acyl-CoA binding (GO:0000062) |
| *SNAI2* | 2.17E-05 | 2.5566 | white fat cell differentiation (GO:0050872) |
| *SLC2A1* | 2.08E-03 | 1.5945 | adipocytokine signaling pathway (ko04920) |
| *SIK2* | 1.28E-30 | 3.5645 | fatty acid homeostasis (GO:0055089) |
| *SH3GLB2* | 3.58E-03 | 1.0217 | phospholipid biosynthetic process (GO:0008654) |
| *RGS2* | 4.92E-12 | 2.4342 | brown fat cell differentiation (GO:0050873) |
| *PSKH1* | 1.34E-04 | 1.4874 | lipid biosynthetic process (GO:0008610) |
| *PPT1* | 7.51E-03 | 1.4300 | lipid catabolic process (GO:0016042) |
| *PLK2* | 2.36E-03 | 1.8214 | lipid biosynthetic process (GO:0008610) |
| *PIM1* | 8.68E-03 | 2.1821 | lipid biosynthetic process (GO:0008610) |
| *PDIK1L* | 9.67E-03 | 1.0142 | lipid biosynthetic process (GO:0008610) |
| *NR4A2* | 1.89E-12 | 3.1247 | cellular response to lipid (GO:0071396) |
| *NR2F1* | 4.26E-03 | 1.0044 | response to lipid (GO:0033993) |
| *NR1D1* | 2.05E-03 | 1.0822 | long-chain fatty acid transport (GO:0015909) |
| *LPCAT1* | 7.20E-03 | 1.1014 | lipid biosynthetic process (GO:0008610) |
| *KLF9* | 4.18E-10 | 1.8807 | fat cell differentiation (GO:0045444) |
| *ITGAV* | 1.05E-06 | 1.7366 | glycerophospholipid metabolic process (GO:0006650) |
| *ITGA3* | 1.29E-03 | 1.3435 | glycerolipid metabolic process (GO:0046486) |
| *IRS1* | 5.75E-05 | 1.3157 | adipocytokine signaling pathway ko04920 |
| *ID4* | 7.53E-03 | 1.2291 | negative regulation of fat cell differentiation (GO:0045599) |
| *HES1* | 2.79E-04 | 1.6219 | regulation of fat cell differentiation (GO:0045598) |
| *FN1* | 8.63E-03 | 1.2433 | fatty acid metabolic process (GO:0006631) |
| *FAR2* | 1.54E-04 | 1.3879 | long-chain fatty-acyl-CoA metabolic process (GO:0035336) |
| *FAM213B* | 4.72E-05 | 1.3807 | Arachidonic acid metabolism (ko00590) |
| *FADS3* | 2.67E-03 | 1.1574 | fatty acid biosynthetic process (GO:0006633) |
| *EGF* | 4.82E-04 | 1.1592 | lipid metabolic process (GO:0006629) |
| *DCLK2* | 1.01E-03 | 1.1819 | lipid biosynthetic process (GO:0008610) |
| *CYB5R3* | 5.21E-03 | 1.0151 | unsaturated fatty acid biosynthetic process (GO:0006636) |
| *CREM* | 2.12E-08 | 1.7299 | positive regulation of lipid biosynthetic process (GO:0046889) |
| *CEBPB* | 7.44E-28 | 3.3689 | brown fat cell differentiation (GO:0050873) |
| *CCND1* | 2.57E-04 | 1.8612 | fat cell differentiation (GO:0045444) |
| *C3* | 4.40E-10 | 1.9879 | positive regulation of lipid storage (GO:0010884) |
| *C1QTNF9* | 1.20E-03 | 1.1254 | fat cell differentiation (GO:0045444) |
| *B4GALNT2* | 5.50E-03 | 2.1515 | lipid glycosylation (GO:0030259) |
| *ATP8A1* | 4.08E-08 | 2.1726 | phospholipid transport (GO:0015914) |
| *ATF7* | 5.87E-03 | 1.0055 | fat cell differentiation (GO:0045444) |

^1^log_2_FC: The logarithms of FPKM fold-change between IB×DU and Laiwu pigs at 120 d and the control group is IB×DU.

# Supplementary material for: Dynamic transcriptome and DNA methylome analyses on longissimus dorsi to identify genes underlying intramuscular fat content in pigs
**Source:** BMC Genomics. 2017 Oct 12;18:780. doi: 10.1186/s12864-017-4201-9
**Supplement:** Supplementary file 18 — The primers for methylation analysis on intergenic region of EGR1 and promoter region of FASN by BSP.

Table S12 The primers for methylation analysis on intergenic region of *EGR1* and promoter region of *FASN* by BSP.

| Gene | Primer | Products |
| --- | --- | --- |
| FASN-F1-meth | AGGTAGAGGGTTTGTAGTTAGGG | 409bp |
| FASN-R1-meth | TTTCAAAAAAAACAAAAACCTCA |  |
| FASN-F2-meth | AGGGTTTGTAGTTAGGGTAGGA | 320bp |
| FASN-R2-meth | AAATAACCTCCAACAACATCC |  |
| EGR1-F1-meth | TGTTTGGTTTTTTTATATTTTTTTT | 308bp |
| EGR1-R1-meth | AAACTAAACAAACTACAACTCTCC |  |
| EGR1-F2-meth | TTTTTTTAAGATTTTTTTTGGGTAGG | 260bp |
| EGR1-R2-meth | AAAAAACAAACCCTTTTTCCATC |  |

How the deposited data were processed for this re-analysis (not part of the article)

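LD muscle RNA from 12 Laiwu pigs was sequenced by the authors, 3 pigs at each of the ages 60, 120, 240 and 400 d, and 1 file per age holds its 3 libraries side by side. The authors deposited the count of fragments on each gene in each library, as whole numbers without normalization, after mapping the clean reads to Sscrofa10.2 with TopHat2. The authors also deposited FPKM values from Cufflinks, in fragments per kilobase of transcript, scaled by the mapped fragments of the library. A further column of the deposited files, the authors' normalized count, is another unit, the count multiplied by 1 factor per library, and it was not used. The versions of these programs and of the annotation are not stated in the paper. The methylation data, the qRT-PCR data and the libraries of IB × DU pigs are not in the files analysed here, and no claim on methylation was computed.

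The total count per library was between 9713813 and 13325327, with a median of 11201318 over the 12 libraries. The floor was set at 3 counts, a share of between 0.225 and 0.309 CPM (counts scaled by the total of the library as in edgeR). Shares of genes are given with 95% Wilson intervals.

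The age of each library was taken from its sample label. The processed values showed that Tables S1 and S2 give other ages to the same libraries, as described beside the sentence that introduces the RNA-seq data. The labelled ages were kept for the main results, and the ages as in Table S2 were added as an alternative after seeing the values.

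Fold changes are log2 ratios of the mean deposited FPKM, without a pseudocount, because the paper defines its fold changes from FPKM, and their standard errors come from the SD of the 3 libraries of each age. Where a log2 change from edgeR is given, its standard error is the absolute change over the square root of the F statistic. Differential expression was tested on the counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, for each pair of adjacent ages separately, with TMM normalization, over the features with a mean of at least 10 counts in either age. A feature was counted at a Benjamini-Hochberg false discovery rate of 0.01 or below and an absolute log2 fold change of at least 1. The test set before the files arrived was an exact binomial test, since 1 sample per age was foreseen. The files turned out to hold 3 libraries per age, so the quasi-likelihood test became the main test and the binomial test, on summed counts, an alternative. Single values were compared with exact permutation tests of 3 against 3 libraries, whose smallest p is 0.1. The other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

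The pipeline was tested on simulated data with 200 changed genes, each with a mean of at least 50 counts and an absolute log2 change of 2 or 3. All genes of a simulation had the same dispersion. The shares recovered therefore do not tell how many smaller changes, or changes at lower counts, the tests miss in the real libraries. At a simulated dispersion of 0.1, edgeR recovered 90.5% of them at a false discovery rate of 0.01 and called 2 unchanged genes, and DESeq2 recovered 91.5% and called 3. At a dispersion of 0.02 both recovered 100%.

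Expression profiles were computed on log2(FPKM + 0.1) for features with an FPKM of at least 0.1 at any age and a range of log2 ratios of at least 1, with 10 model profiles in place of STEM, which was not available, and expected numbers from the 24 orders of the ages. Correlations between libraries or ages are across genes. Genes named by the paper were matched to the files by the identifiers in its supplementary tables, since the files hold no symbols, and 57 were analysed. The rule for naming genes, written before the files arrived, was to take every gene the paper names in its transcriptome results and, for each pair of ages, up to 5 features with the largest increase and 5 with the largest decrease among those past a false discovery rate of 0.01 with at least 50 counts in the higher and 10 in the lower age. No feature is reported under the second part of this rule, and further genes that the paper names are not analysed here, while numbers over all features, or over the genes of a supplementary table, keep every gene.

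The alternatives set before the files arrived were DESeq2 size factors, fold changes from TMM-normalized counts, no count filter or at least 50 counts, an assumed biological coefficient of variation of 0.2 or 0.4, a log2 threshold of 2, other pseudocounts, other FPKM minimums and Spearman's correlation. Alternatives added after seeing the data were the ages as in Table S2, the binomial test on summed counts, the Wald test of DESeq2 1.42.0, all 12 libraries in 1 fit, a false discovery rate of 0.05, combinations of these with the ages of Table S2, and leaving out each library in turn. Pathway, network and regulator analyses with DAVID, ClueGO and IPA were left out because they need databases that were not available.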

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

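The paper discusses no feature of the kind flagged first, which holds a large part of the counts of some libraries and none of the others. The feature ENSSSCG00000010190, on chromosome 14 of Sscrofa10.2 from 65236451 to 65239189, had 0 counts in 7 libraries and between 662916 and 955237 counts in the other 5, which is 5.636% to 8.566% of their totals. It was flagged because this signal lies far above the floor of 3 counts and the paper does not report on it. The predictions for its tests were written after the counts had been seen. An effect of age was tested by counting the ages with libraries of both kinds, and 2 of the 4 ages hold both, so age alone does not account for the pattern. Library size was tested by the count that each library without counts would have at the share of the others, and the lowest such count was 772218. That the authors' counting left out a locus with too many reads was tested by comparing these expected counts with the highest count in the files, and 2 of the 7 lie above it, which does not decide the question. The expected counts rest on the share in the libraries that hold counts, where such a loss would not have occurred. A change over the whole region was tested on the features within 150 kb, whose median log2 ratio between the 2 kinds of library was 0.05. The omission of the locus by the counting program in some libraries therefore remains a candidate explanation that cannot be told apart from others, such as a difference between the pigs, that were not tested. No explanation of this pattern is favoured by the tests.

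The newly assembled gene pig_newGene_398, on chromosome 10 from 25781864 to 25785088, is 1 of the 2 features past the thresholds between 120 and 240 d, with a log2 ratio of FPKM of -10.01, and the paper does not report on it. It was flagged as a signal outside the genes the paper discusses. It had at most 1 count in 5 libraries and 91 to 421 counts in 7. From the counts, its log2 change in edgeR was -6.998, with a standard error of 0.3983 computed back from the F statistic of the test. The size of the fall is uncertain on either scale, because each library labelled 240 d holds only 1 count. That standard error does not show how uncertain so few counts leave the change. The predictions for the tests of this gene were also made with the counts already known. Of the 4 ages, 2 hold libraries of both kinds, which speaks against an effect of age alone. This holds even though the 3 libraries labelled 240 d have 1 count each and the 3 labelled 120 d have 91 to 190. Library size was tested by the share of pairs in which the library with 91 to 421 counts is the larger one. This was 17.1%, which by itself was taken as undecided, and the libraries with these counts tend to be the smaller ones. The 5 libraries with at most 1 count had totals of 11152068 to 12445846, above the 9713813 of the library with 91 counts. These totals argue against a small library as the reason for the missing counts. A gene that is present in some pigs and absent in others may give such a pattern, but this was not tested, and the difference between 120 and 240 d cannot be told apart from a difference between the pigs that were sampled.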

How the results depend on the processing

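No headline result with an alternative kept exactly the same value under all of them. Some changed by less than the limits set for a change, which are a factor of 1.5 for numbers of genes or profiles and 1 SD of the correlations between libraries of the same age for correlations. The number of detected genes went from 18747 to between 13232 and 18747, and the number of model profiles with more genes than expected from 3 to 4 under the ages of Table S2. The number of Laiwu and IB × DU genes with the listed direction went from 39 to 32 under these ages. The correlation of 60 with 120 d went from 0.921 to between 0.91 and 0.937, and that of 240 with 400 d from 0.934 to between 0.921 and 0.946. The choices that were set before the files arrived are those listed first in the processing summary.

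The number of DEGs depended on the test more than on any other choice. With an assumed biological coefficient of variation of 0.2, it was 565, 1748 and 455 for 60 to 120 d, 120 to 240 d and 240 to 400 d, against 0, 2 and 0 in the main test, and with 0.4 it was 112, 352 and 57. Without a count filter, 37 features passed from 120 to 240 d. Among the alternatives added after seeing the data, the exact binomial test on summed counts gave 816, 2020 and 712, and the DESeq2 Wald test gave 19, 705 and 58. From 120 to 240 d, a fit of all 12 libraries gave 0 and a false discovery rate of 0.05 gave 502. Under the ages as in Table S2, 1 feature passed from 120 to 240 d, 228 at a false discovery rate of 0.05, 554 with the DESeq2 Wald test and 2009 with the exact binomial test. For 60 to 120 d and 240 to 400 d under these ages, the DESeq2 Wald test gave 58 and 19, and the exact binomial test gave 712 and 816. The fits that each left out 1 library gave from 0 to 3 features from 120 to 240 d and from 0 to 2 from 240 to 400 d. The binomial test leaves out the spread between libraries, and the assumed coefficients replace the fitted dispersion of each feature by 1 value for all. How much of the gap to the main test comes from this was not tested.

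With the ages as in Table S2, the share of the paper's DEGs that changed in the listed direction was 100.0%, 99.7% and 98.8%, against 27.0%, 3.6% and 70.9% for the labelled ages. The medians of the profile genes at 240 and 400 d reversed, to 1.489 and 1.677 for profile 1, -1.172 and -0.949 for profile 2, 1.007 and 0.929 for profile 3 and 1.392 and 0.559 for profile 4. With a pseudocount of 1, they were 0.879 for profile 2 at 240 d, -1.025 for profile 3 at 240 d, and -0.996 and -1.149 for profile 4 at 240 and 400 d, because a pseudocount draws ratios of low values toward 0. The number of QTL genes highest at 240 d became 3 in place of 0 under the ages of Table S2, and the number of Table S3 genes up from 120 to 240 d became 83, also with the DESeq2 Wald test (83), where 22 passed the thresholds.

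The medians of the expression groups depend on which features are ranked. With an FPKM of at least 0.1, those of the lowest and highest groups were 0.3987 and 28.02 at 120 d and 0.3722 and 28.14 at 240 d, and over all features they were 0.0 and 17.19 at 120 d and 0.0 and 16.81 at 240 d. Under the ages of Table S2 they were 0.113 and 25.05 at 240 d. With a pseudocount of 1, the lowest correlation of libraries of the same age was 0.928 and that of 120 with 240 d was 0.861, and Spearman's correlation gave 0.813 for the latter.

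Of the 67 log2 fold changes of named genes, 58 reversed under the ages of Table S2, which place each group of 3 libraries at another age. From 60 to 120 d they became 0.28 for SCD and 1.72 for FASN. From 120 to 240 d they became 1.65 for SCD, 0.15 for PIK3R6, 1.79 for FASN, 1.02 for FADS2, 1.36 for SNAI2, 5.04 for CHRNG, -0.07 for ISG15, 3.75 for DNAJB1, 3.5 for NREP, 3.25 for EGR1, 3.2 for G0S2, 3.03 for TNNT2, 2.82 for FAM213B, -6.08 for A2M, -3.67 for CDH2, -3.4 for NOS1, -2.91 for PDK4, -2.59 for FBXO32, -2.68 for KLF11, -2.26 for DIAPH1, -2.26 for UCP3, 1.94 for CYR61, 1.54 for GPER1, 1.27 for ID2, -0.45 for KLF5, 0.25 for KLF6, 0.93 for MIF, 1.06 for SREBF2, 0.67 for TWIST1, 2.44 for PVALB, 1.18 for LSS, 0.93 for IGFBP7, 1.64 for SH3PXD2B, 1.09 for PEMT, 1.22 for ITGB2, 0.26 for PPARG, 0.85 for ACACA, 1.39 for ACLY, 0.88 for ELOVL1, 1.36 for APOE, 0.44 for TSPO, 1.01 for FGFR4, 1.02 for FDPS, 1.27 for HSD17B7, 2.19 for ADM, 1.68 for SQLE, 1.13 for CYP51A1, 1.03 for SCARB1, 1.78 for TMEM8C, 1.59 for MYOG, 2.95 for MYOD1, 1.34 for MYF5 and 1.2 for MEGF10. From 240 to 400 d they became 1.42 for PIK3R6, -0.24 for FADS2 and 0.15 for SNAI2.

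Leaving out 1 library reversed 21 of 400 values. The ranges were from 60 to 120 d -0.54 to 0.08 for FADS2 and -0.22 to 0.44 for SNAI2, from 120 to 240 d -0.97 to 0.94 for SCD, -0.38 to 0.75 for FASN, -1.92 to 0.01 for PVALB, -0.78 to 0.66 for CEBPD, -0.18 to 0.28 for PPARG, -0.2 to 0.05 for ACACA, -1.03 to 0.3 for APOE, -0.94 to 0.14 for TSPO and -0.06 to 0.34 for MYL3, and from 240 to 400 d -1.78 to 0.29 for SCD, -0.64 to 0.19 for PIK3R6, -0.01 to 0.43 for FADS2 and -0.61 to 0.17 for SNAI2. Without reversing, 12 values became stronger with an assumed coefficient of 0.4 and 15 with the DESeq2 Wald test, and none changed in the fit of all 12 libraries. Under other pseudocounts, TMM-normalized counts and DESeq2 size factors no gene changed its sign or its side of the thresholds, but some values did change. A2M went from 6.55 to 1.05 and CDH2 from 5.55 to 1.69 between 120 and 240 d with TMM-normalized counts and with DESeq2 size factors, and with a pseudocount of 1 they went to 3.54 and 4.44 and CHRNG from -2.78 to -1.07. The TMM-normalized counts and the size factors gave 65 values each, without ISG15 from 120 to 240 d and SNAI2 from 240 to 400 d, which lie below the count minimum, and this is where the depth limits the results.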

Differences from the paper's values

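For 60 to 120 d the paper reports 208 DEGs, 155 up-regulated and 53 down-regulated, and the main test gave 0, 0 and 0. Of the alternatives set before the files arrived, an assumed biological coefficient of variation of 0.2 gave 215 up-regulated genes, and one of 0.4 gave 76 down-regulated genes, each within 1.5 times the paper's number. For 120 to 240 d the paper reports 881 DEGs, 628 up-regulated and 253 down-regulated, and the main test gave 2, 1 and 1. Here an assumed coefficient of 0.2 gave 523 up-regulated genes and one of 0.4 gave 263 down-regulated genes. Among the alternatives chosen after seeing the values, the DESeq2 Wald test gave 705 DEGs, the exact binomial test gave 632 up-regulated genes, a false discovery rate of 0.05 gave 323 down-regulated genes, and the ages as in Table S2 with the DESeq2 Wald test gave 202 down-regulated genes. For 240 to 400 d the paper reports 251 DEGs, 83 up-regulated and 168 down-regulated, and the main test gave 0, 0 and 0, and no alternative came within 1.5 times of these. The paper's number of DEGs over all comparisons is 1158 and the number here was 2. It was counted for 2 further settings, both chosen after seeing the values, and was 763 with the DESeq2 Wald test and 613 with the ages as in Table S2 and the same test, which does not close the gap, and no number over all comparisons was counted for the alternatives set before the files arrived. No single alternative came near the paper's total, up-regulated and down-regulated numbers of a comparison together.

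The paper places 1423 genes in its significant profiles, and 4106 were placed in such profiles here. A pseudocount of 1, set before the files arrived, gave 1842, within 1.5 times of the paper's number, and the other alternatives did not come as near. All 83 genes that were read from the paper's Table S3 are up in it from 120 to 240 d, and 7 were up here. None of the alternatives set before the files arrived closed this gap, and the ages as in Table S2, chosen after seeing the values, gave 83.

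Of the 45 log2 fold changes that were compared, 40 differed from the paper's, 37 of them in sign. From 60 to 120 d, the paper's values are 0.28 for SCD (-1.26 here), 0.27 for PIK3R6 (1.42 here) and 1.72 for FASN (-1.75 here). From 120 to 240 d, the paper's values are 1.65 for SCD (-0.39 here), 0.15 for PIK3R6 (-1.57 here), 1.79 for FASN (-0.04 here), 1.02 for FADS2 (-0.78 here), 1.37 for SNAI2 (-1.52 here), 5.04 for CHRNG (-2.78 here), 3.86 for ISG15 (0.72 here), 3.75 for DNAJB1 (-2.35 here), 3.5 for NREP (-3.14 here), 3.25 for EGR1 (-1.89 here), 3.2 for G0S2 (-2.67 here), 3.03 for TNNT2 (-2.84 here), 2.82 for FAM213B (-2.02 here), -6.08 for A2M (6.55 here), -3.66 for CDH2 (5.55 here), -3.4 for NOS1 (1.64 here), -2.91 for PDK4 (5.07 here), -2.79 for FBXO32 (3.77 here), -2.68 for KLF11 (1.6 here), -2.26 for DIAPH1 (1.22 here), -2.26 for UCP3 (3.44 here), 2.45 for PVALB (-1.46 here), 1.54 for GPER1 (-1.74 here), 0.93 for IGFBP7 (-0.6 here), 1.27 for ID2 (-1.39 here), 1.64 for SH3PXD2B (-0.69 here), 1.09 for PEMT (-0.9 here), 1.22 for ITGB2 (-1.81 here), 1.94 for CYR61 (-1.09 here), 0.66 for KLF5 (2.64 here), 0.25 for KLF6 (-0.67 here), 0.93 for MIF (-0.57 here), 1.13 for SREBF2 (-0.83 here) and 0.64 for TWIST1 (-1.27 here). From 240 to 400 d, the paper's values are 1.42 for PIK3R6 (-0.27 here), -0.24 for FADS2 (0.16 here) and 0.15 for SNAI2 (-0.24 here). The feature matched to ISG15 had means of only 0.23 to 0.37 FPKM over the ages, far below the values of Table 3. Its difference therefore cannot be told apart from a wrong match of the identifier. SNAI2 from 240 to 400 d lay within its error of 0.613 and was counted only because its sign is opposite. None of the alternatives set before the files arrived removed any of the 40 differences. These were pseudocounts of 0.1 and 1, TMM-normalized counts and DESeq2 size factors. With the ages as in Table S2, chosen after seeing the values, 2 of the 45 still differed, ISG15 with -0.07 and KLF5 with -0.45. KLF5 then lay within its error of 1.61 and was counted only for its opposite sign.

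Several directions and rankings also differ. The paper states that most QTL genes peak at 240 d and PIK3R6 at 400 d, and with the labelled ages FASN, SCD and FADS2 were highest at 60 d (43.6, 34.8 and 11.2 FPKM) and SNAI2 and PIK3R6 at 120 d (2.78 and 1.17 FPKM). With the ages as in Table S2, chosen after seeing the values, FASN, SCD and FADS2 were highest at 240 d and PIK3R6 at 400 d, while SNAI2, which the paper places at 240 d, was highest at 400 d. The paper describes the course of profiles 1, 3 and 4 as similar to the rise of IMF, and their medians at 240 d were -1.029, -1.329 and -1.196 relative to 60 d. The paper has EGR1 as up-regulated at 240 d, and its log2 change was -1.89. EGR1 and FASN are named as differentially expressed between 120 and 240 d, and their adjusted p from edgeR was 0.145 and 0.96. DIAPH1 and PDK4 stand among the most down-regulated lipid genes in the paper, and their log2 changes were 1.22 and 5.07.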

Other observations

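The labels of the libraries and the ages in Tables S1 and S2 do not give the same libraries to the same ages. That the values resemble each other by coincidence was tested by how much farther the closest other library group lies than the matching one, and the ratio of the median absolute log2 differences was 20.5, which speaks against it. Whether the ages of Table S2 hold and the labels are the wrong ones was then tested on 4 kinds of data. For the mapped reads of Table 1, sorted within each age, the assignment of Table S2 ranked 17 of the 24 assignments by correlation with the total counts (r = 0.2321) and the labels ranked 2 (r = 0.8262, with 0.8291 for the best). The criterion of this test was narrowed to a comparison of these 2 assignments after the ranks were seen, and under the first criterion, by which the labels would have had to rank first, it would have been undecided. Of the 4 sets of 120 d values in Tables S6 and S10, 0 were closest to a library that Table S2 uses as 120 d and 4 to a library labelled 120 d, and the 5980 genes that could be read from Table S10 had the counts of 1 library labelled 120 d (5980 equal). The score of growth genes (TOP2A, CDK1, CCNB1, COL1A2, COL3A1 and SPARC, mean log2 FPKM), which is assumed to fall as a pig grows, differed by -1.79 between the libraries Table S2 uses as 60 d and those it uses as 400 d, and by 2.07 between the libraries labelled 60 and 400 d (exact permutation p = 0.1 for each, the smallest possible). By label it was 4.30 ± 0.53, 4.01 ± 0.34, 2.97 ± 0.25 and 2.22 ± 0.77 at 60, 120, 240 and 400 d (SD, n = 3 each). The score of fat cell genes (LEP, CFD, PPARG and G0S2) was higher by 0.47 in the libraries that Table S2 uses as 240 and 400 d, with an exact permutation p = 0.2078, which decides nothing. The predictions for the growth and fat cell genes were written before those scores were seen, and the predictions for the coincidence, for Table 1 and for Tables S6 and S10 after. A candidate explanation is that Tables S1 and S2 were made with ages exchanged between library groups. The fat cell genes do not separate this explanation from an exchange in the labels, and the marker genes assume how muscle changes with age. Tables 1, S6 and S10 would follow the labels, right or wrong, if the authors made them with these labels. They show that the paper's tables differ among themselves, and cannot decide which ages are true. The paper's own qRT-PCR of EGR1 and FASN points the other way. The paper reports both as higher at 240 d, and these data are not in the files analysed here. It also reports a strong correlation of qRT-PCR with its RNA-seq for C/EBPA, C/EBPD, MSTN, PDK4, PPARG and SCD. For PDK4 the log2 change from 120 to 240 d was 5.07 by label and -2.91 with the ages of Table S2. The qRT-PCR values of such a gene would bear on the question, but they are not in the files either. The question remains open for the authors.

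Other splits of the same libraries were used to see how many genes arise without regard to age. With 3 against 3 libraries there are 10 splits, so the share of splits can never fall below 0.1 and no result can be set apart from a split by coincidence. From 60 to 120 d all splits gave as many genes as the real one in edgeR, 10 of 10 with the labelled ages and 10 of 10 with the ages of Table S2, because the real number was 0, and 4 of 10 did with DESeq2. From 120 to 240 d only the real split gave as many, 1 of 10 with the labelled ages, 1 of 10 with the ages of Table S2 and 1 of 10 with DESeq2, where the other splits gave at most 4 features against 705. From 240 to 400 d it was 10 of 10, 10 of 10 and, with DESeq2, 1 of 10, where another split gave 43 features against 58. These predictions were written before the splits were run.

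EGR1 differed several-fold between libraries of the same label, from 15.56 to 99.05 FPKM at 120 d and from 1.682 to 52.79 at 400 d. Its deviations from the mean of its age were compared with other measures over the 12 libraries, by permuting libraries within ages. In all, 8 relations were computed for EGR1 and FASN, and adjusted values are Benjamini-Hochberg values over these 8. Neither the files nor the labels give a sequencing batch, so no relation could be computed within batches. With the mean of other immediate-early genes (FOS, FOSL1, MYC, ATF3, NR4A1, CYR61, SOCS3 and KLF6), Pearson's r was 0.85 (exact permutation p = 0.0069, adjusted 0.0278) and Spearman's rho 0.88 (exact permutation p = 0.0054), and without the 2 farthest libraries r was 0.73. With the total count r was -0.17 (exact permutation p = 0.7076, adjusted 0.8086; rho -0.24, exact permutation p = 0.5031; r = -0.10 without the 2 farthest libraries). With the share of counts in the 10 largest genes r was 0.87 (exact permutation p = 0.0015, adjusted 0.0123; rho 0.85, exact permutation p = 0.0039), and 0.78 without the 2 farthest libraries. That share contains the feature on chromosome 14 flagged above, and once it was left out r was 0.25 (exact permutation p = 0.3588, adjusted 0.5741; rho 0.21, exact permutation p = 0.5610; r = 0.09 without the 2 farthest libraries). This last test was added and its prediction written after the share had been seen, and the other predictions were written before. Handling of the tissue, which is known to move immediate-early genes within minutes, may contribute to the spread of EGR1, and it cannot be told apart from a regulation of these genes in the living pig. The relation of EGR1 to the feature on chromosome 14 has no explanation that was tested.

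FASN varied from 9.952 to 93.73 FPKM between the libraries labelled 60 d. Over the 12 libraries, its deviations within ages followed the mean of SCD, ACLY, ACACA, FADS1, FADS2 and MID1IP1 with r = 0.87 (exact permutation p = 0.0116, adjusted 0.0309; rho 0.82, exact permutation p = 0.0208), and 0.81 without the 2 farthest libraries. They did not follow HBB as a marker of blood (r = 0.03, exact permutation p = 0.9198, adjusted 0.9198; rho 0.10, exact permutation p = 0.8032; r = 0.17 without the 2 farthest libraries). The relations to fat cell genes (r = 0.30, exact permutation p = 0.4892, adjusted 0.6523; rho 0.16, exact permutation p = 0.7215) and to the total count (r = 0.64, exact permutation p = 0.1427, adjusted 0.2855; rho 0.60, exact permutation p = 0.1373) were too uncertain to accept or set aside, and without the 2 farthest libraries they were -0.12 and 0.35. These predictions were written before the relations were computed. A joint change of fatty acid synthesis genes between pigs is a hypothesis that may account for the spread of FASN, and it cannot be told apart from library size or from the amount of fat cells in the piece of muscle.

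A2M and CDH2, listed by the paper among the most down-regulated genes from 120 to 240 d, each have a high FPKM in 1 library labelled 240 d behind which stand few counts. The FPKM of A2M was 35.76 in a library with 5 counts on it, and that of CDH2 was 105.98 in a library with 18 counts. The log2 FPKM per count in these libraries exceeded the median of the other libraries by at least 6.02. This measure restates how the 2 values were noticed, so it is no separate test of the authors' step from counts to FPKM. That step remains a candidate explanation for both values. The smaller of these libraries ranks 8 of 12 by total count, so a small library does not account for the 2 values. From the counts, the log2 changes of A2M and CDH2 in edgeR were 1.03 (standard error 0.59) and 1.67 (standard error 0.71), against 6.55 and 5.55 from FPKM. These predictions were written after the values were seen, and the limits that decide each test written after its result were set with most of these values already seen. Over all tests, 4 favoured the explanation tested, 12 spoke against it and 14 were undecided, out of 30. The 4 include the FPKM per count of A2M and CDH2, which could hardly have come out otherwise.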
